# Executioner Caspase-3 and 7 Deficiency Reduces Myocyte Number in the Developing Mouse Heart

**DOI:** 10.1371/journal.pone.0131411

**Published:** 2015-06-29

**Authors:** Maria Cardona, Juan Antonio López, Anna Serafín, Anthony Rongvaux, Javier Inserte, David García-Dorado, Richard Flavell, Marta Llovera, Xavier Cañas, Jesús Vázquez, Daniel Sanchis

## Abstract

Executioner caspase-3 and -7 are proteases promoting cell death but non-apoptotic roles are being discovered. The heart expresses caspases only during development, suggesting they contribute to the organ maturation process. Therefore, we aimed at identifying novel functions of caspases in heart development. We induced simultaneous deletion of executioner caspase-3 and -7 in the mouse myocardium and studied its effects. Caspase knockout hearts are hypoplastic at birth, reaching normal weight progressively through myocyte hypertrophy. To identify the molecular pathways involved in these effects, we used microarray-based transcriptomics and multiplexed quantitative proteomics to compare wild type and executioner caspase-deficient myocardium at different developmental stages. Transcriptomics showed reduced expression of genes promoting DNA replication and cell cycle progression in the neonatal caspase-deficient heart suggesting reduced myocyte proliferation, and expression of non-cardiac isoforms of structural proteins in the adult null myocardium. Proteomics showed reduced abundance of proteins involved in oxidative phosphorylation accompanied by increased abundance of glycolytic enzymes underscoring retarded metabolic maturation of the caspase-null myocardium. Correlation between mRNA expression and protein abundance of relevant genes was confirmed, but transcriptomics and proteomics indentified complementary molecular pathways influenced by caspases in the developing heart. Forced expression of wild type or proteolytically inactive caspases in cultured cardiomyocytes induced expression of genes promoting cell division. The results reveal that executioner caspases can modulate heart’s cellularity and maturation during development, contributing novel information about caspase biology and heart development.

## Introduction

Caspases constitute a family of Cysteine-dependent Aspartate-directed proteases participating in apoptotic cell death [1]. By cleaving their targets, which include caspases themselves, caspases regulate many aspects from death signal propagation within the cell to genomic DNA degradation. Caspase gene mutation and deletion experiments unveiled their direct and evolutionally conserved implication in the control of embryonic cell death [2–4]. Interestingly, *in vivo* deletion of initiator caspase-8, which triggers the cell death intracellular signaling upon death receptor activation, or deletion of its regulators Cellular FADD-like IL-1β-converting enzyme-inhibitory protein (cFLIP) and FADD, lead to alterations in cardiac muscle differentiation [5–7]. Executioner caspase-3 and -7 function normally downstream of initiator caspases and their global deletion also impair cardiac muscle differentiation [8]. In addition, the effects of *in vitro* embryo culture in presence of caspase inhibitors suggested a role of caspase proteolytic activity in heart formation and muscle differentiation [9, 10].

Ubiquitous deletion of caspases prevented from identifying whether cardiac defects resulted from missing caspase activity in the developing myocardium or were secondary to defects in other tissues or cell types [11, 12]. Therefore, a conditional mouse knock out model is required to determine the role of caspases in the myocardium. Furthermore, the molecular and biochemical changes occurring in the heart underlying the morphological changes due to deletion of caspases or their regulators [5–7] has never been analyzed before.

To investigate the role of executioner caspases in cardiomyocytes *in vivo* we generated and studied cardiomyocyte-specific caspase-3 null / caspase-7 null mice in a C57BL/6J genotype. We demonstrate that caspase-3 and -7 influence cardiomyocyte number and proteome. Executioner caspase deficient hearts have broad changes in gene expression including decreased expression of genes involved in cell cycle progression. Quantitative proteomics suggested metabolic retardation occurring in the caspase-deficient heart and *in vitro* experiments confirmed the influence of caspases in the regulation of genes involved in cell division. Our results also show that caspase proteolytic activity is not required for regulating gene expression. Our findings complement previous knowledge on the functions of caspases in cardiac development and expand the understanding of executioner caspase activity.

## Materials and Methods

### Animal experimentation and ethics statement

The investigation with experimental animals was approved by the Experimental Animal Ethic Committee of the University of Lleida (codes CEEA06-01/10,07-01/10, 08-01/09 and 09-01/09) and conforms to the Guide for the Care and Use of Laboratory Animals, 8^th^ Edition, published in 2011 by the US National Institutes of Health. All mice (*Mus musculus*) had a C57BL/6J background and were housed at the Specific Pathogen Free facility of the Experimental Animal Platform—Parc Científic de Barcelona, lights on from 7 a.m. to 7 p.m., temperature = 18-22°C and 30–70% humidity. Animals are housed in Tecniplast GM500 cages (391x199x160 mm) never exceeding 5 adults / cage. Enriched environment includes autoclaved cellulose material. Animals are feeded 2914 diet (Irradiated Teklad Global 14% Protein Rodent Maintenance Diet, Harlan) and sterilized tap water, both ad libitum. Wellbeing of animals is monitored daily by visual inspection and each eight weeks pathogen analysis is monitored from sentinel animals following the standards determined by the Federation of European Laboratory Animal Science Association (FELASA). See ARRIVAL Guidelines Checklist (S1 File). Full caspase-7-deficient cardiac-specific caspase-3-deficient mouse strain was generated by crossing of caspase-7-deficient [8] and caspase-3 floxed mice [13] with the *Nkx2*.*5*::*Cre* transgenic mouse strain, a kind gift of Dr. Eric N. Olson (UT Southwestern Medical Center, Dallas, TX, USA) [14] (Figure A in S3 File). Genotypes were analyzed by PCR using tail DNA as a template, primer sequences can be found in S2 File and Figure B in S3 File. For each experiment requiring animals, they were randomly taken by the Facility staff from available individuals of the required age, gender and genotype. Animals were anesthetized with a lethal dose of inhaled isofluorane and decapitated within the Facility by expert staff. For protein and RNA extraction, hearts were dissected minced into small cubes, rinsed with cold phosphate buffered saline and snap-frozen into liquid nitrogen. For hypertrophy experiments, six 20-week-old mice per genotype were anesthetized with inhaled isofluorane (4% for induction and 2% for maintenance) for subcutaneous implantation of mini-osmotic pumps (Alzet, Durect Corporation) loaded with isoproterenol (Sigma-Aldrich), 8.8mg/kg/day, or saline vehicle, which were administered for one week [15]. Cardiac hypertrophy was evaluated by measuring heart weight *vs*. tibia length of sacrificed mice at the end of the treatment.

### Cell cultures

Rat neonatal cardiomyocytes were obtained from the ventricles of 1 to 4-day-old Sprague-Dawley pups housed in the conventional Animal Facility of the University of Lleida, as described previously [16]. Human Embryonic Kidney 293 cells (HEK293) were cultured and used both as positive control for cell death counting and for virus production as reported previously [17]. Staurosporine (Sigma-Aldrich) was added to the culture medium at 1µM and maintained for 16 hours before cell processing. Cell death was quantified using the Trypan Blue exclusion assay [18]. The number of independent experiments and intra-experiment replicas is specified in each figure legend.

### Transthoracic echocardiography

Echocardiographic measurements were performed using a Vivid portable ultrasound system with a ILS 12 MHz transducer (GE Healthcare) as described earlier [19]. Ejection fraction (EF), end-diastolic left ventricular internal diameter (LVEDD), end-systolic left ventricular internal diameter (LVESD), interventricular septum thickness (IVS) and posterior wall thickness (LVPW) were measured in M-mode recordings. Fractional shortening (FS) was calculated as ([LVEDD− LVESD]/LVEDD)×100. Nine adult wild type mice and 10 caspase-3 and -7 double knockout mice were used.

### Histological analysis of cell size in mouse hearts

Staining of heart sections with FITC-conjugated wheat germ agglutinin (WGA) was carried out as previously described [20]. In brief, animal’s codes were registered and mice were sacrificed by qualified technical personnel at the Animal Care Facility, hearts were fixed, included in paraffin blocks and 3 µm-thick slices were produced, stained with WGA-FITC and mounted. Slices obtained at two levels separated by 250–300 µm were stained for each heart to assure the presence of different myocytes. Each coverslip was identified with an Id code associated to the animal. Fluorescent microscopy images from 2 separate fields each covering 300 cells from each one of 6 animals per genotype, gender and age were obtained by a pathologist, who identified images with an Id code. The cross-sectional area of all cells appearing in full in the images was recorded using ImageJ software. Mean cross-sectional area was calculated for each heart and then the values were paired to the mouse of origin using the Id code and pooled per anatomical region (septum, ventricle), gender, age and genotype and the respective means were calculated.

### Quantification of cardiomyocyte cell number

Cardiomyocytes from wild type and caspase-3,7 double knockout hearts were isolated using the method described previously [21, 22]. Briefly, hearts were dissected and formol-fixed at 4°C followed by a treatment with 12.5M KOH overnight at 4°C. After a 10min vortex to dissociate the cells, cells were passed through a 250μm mesh, centrifuged, suspended in phosphate buffered saline (PBS) and cardiomyocytes were counted using a Neubauer chamber. Cardiomyocytes in the counting chamber were distinguished from fibroblasts and debris by cytoplasmic size and cell shape. The total number of cardiomyocytes from wild-type neonatal hearts was in the range of 10^6^, in accordance to reported values [22]. Six hearts per gender, age and genotype were processed and counted as explained in the figure legend.

### Preparation of subcellular extracts

Subcellular fractionation of rat neonatal cardiomyocytes was performed to analyze the localization of caspase-3 and caspase-7. Cytosolic fraction was performed as previously reported [16]. Mitochondrial fraction was obtained with the Mitochondria Isolation kit for cultured cells (Thermo Scientific) and nuclear fraction was obtained with the Nuclei EZ Prep Nuclei Isolation kit (Sigma-Aldrich), in both cases we followed the protocol determined by the supplier. Subcellular extract’s purity was checked by Western Blot using validated fraction markers as described in the figure legend.

### Lentiviral driven protein overexpression

Open reading frames (ORF) of human C*aspase-3* and *Caspase-7* (Source Bioscience) were amplified with primers adding EcoRI and XhoI sequences to 5’ and 3’ ends respectively, digested (Takara), purified (Nucleospin Extract II, Magerey-Nagel), subcloned into pcRII (Invitrogen) by using T4 DNAligase (Takara) and amplified in *E*. *coli* Stbl2 (Invitrogen). Then, a SfiI fragment containing the ORF was subcloned in the pEIGW-SK lentiviral vector (kind gift of Dr. Trono, Switzerland). Cysteine to Serine mutants from *Caspase-3* and *Caspase-7* were obtained using a Site-Directed Mutagenesis System (LifeTechnologies), and their ORF were sequence-verified. Lentiviruses were prepared in the HEK293T packing cell line as described previously [17]; cardiomyocytes were treated or processed after 4 days of transduction, as described elsewhere [17].

### RNA extraction, microarrays, reverse transcription and quantitative PCR

For heart and cardiomyocytes, total RNA was obtained from frozen tissues or cell pellets with the RNeasy Mini Kit (Qiagen). RNA concentration measurements and reverse transcription were done as described [17, 23]. For microarrays, RNA was extracted from either six wild-type (three males and three females) or double knockout hearts at P0-1 and at P30-35, totaling 24 samples. All heart RNA was from ventricle tissue only and passed several quality controls as scheduled by the facility. Detailed description of the procedures can be found in S2 File. Quantitative Real Time PCR was performed in a iCycler iQ PCR detection system and iQ v.3 and iQ v.5 software (BioRad), using the Taq Man Gene Expression Master Mix (Cat.N. 4369016) and the Gene Expression Assays from Applied Biosystems to amplify the transcripts of mouse *cdc6* (cell division cycle-6), *cenpa*, *fam107a*, *myh11* (Myosin heavy Chain 11), *nppa* (Natriuretic peptide precursor) and *slc2a4*; mouse and rat *ccne1* (Cyclin E1), *ndrg4*, *pold1* (DNA polymerase subunit delta) and *mef2a*; and rat *serpina3*, with simultaneous amplification of *gapdh* as loading control (Applied Biosystems). In each qPCR assay, a mean threshold cycle (Ct) was obtained from triplicates of two or three independent samples. The sample Ct was corrected using the Ct of the loading control (gapdh) to obtain the ΔCt value. Then, differences for each sample against a reference sample (e.g. neonatal values) were calculated as a final ΔCt = ΔCt_reference_- ΔCt_sample_. Relative transcript abundance was then calculated using final ΔCt as 2^ΔCt^. The number of independent samples and replicates is specified in the figure legends.

### Protein extraction, SDS-PAGE and Western Blot

Protein expression was analyzed in 40 μg of total protein extracts from cell cultures and tissues diluted in Tris-buffered 2% SDS solution at pH 6.8 and SDS-PAGE was performed as described [17]. Antibody specifications are described in S2 File. Western blots were performed as reported [17]. Densitometric quantification of the bands was performed with the ImageJ software from scanner images of film exposures in which bands were not saturated. Values were expressed as arbitrary units (AU) corresponding to the signal numerical value given by ImageJ. Densitometric values of the proteins of interest were not corrected by the loading control (GAPDH) given the high signal/expression of this enzyme compared with proteins regulating DNA biology and cell cycle. Procedures were conducted with extreme accuracy to assure equal inter- and intra-experiment loading for each sample, which was assessed by Coomassie staining of the gel. Values presented in the graphs correspond to means ± standard error media (SEM) of three independent set of samples blotted and quantified independently.

### Proteomics data collection and iTRAQ quantitative analysis

Ventricle samples from 1-day-old neonate, 1-month, 3-month and 8-month-old mice were analyzed. Two independent samples per age and genotype were pooled. Briefly, proteins were digested using the filter aided sample preparation (FASP) protocol and the resulting peptides labeled with iTRAQ, fractionated by cation exchange and analyzed by LC-MS/MS. Quantitative data were analyzed using statistical models developed in our laboratory. Detailed description of the procedures and references can be found in S2 File.

### Enzymatic caspase activity assay

Executioner caspase activity (Z-DEVD-AFC) was measured in neonatal cardiomyocytes, 293 cell extracts and heart samples as previously reported [16]. Protein concentration in the lysates was measured by the Bradford assay (BioRad) and equal loads of protein were mixed with the fluorogenic substrate (Calbiochem) at 50μM in 96-well plates. The plates were incubated at 37°C and fluorescence was read at intervals of 1h during the next 8h in the Infinite M200 fluorimeter (Tecan), with excitation filter set at 360nm and emission filter set at 530nm. Means ± SEM were calculated from three independent experiments performed in triplicates as specified in the figure legend.

### Statistical analysis

Student’s-t test was used for comparisons between wild type and knock out samples or scrambled/control and knockdown/overexpressing cell cultures, which involved experimental variables such as cell number, cell death, cell size, organ size, caspase enzymatic activity, mRNA expression using RT-qPCR and protein abundance analyzed by Western Blot. Statistical analysis details for the expression microarray and quantitative proteomics studies are specified in S2 File

## Results

### Generation and initial characterization of the cardiac-specific caspase-3 deficient / caspase-7 deficient mouse: caspases influence myocyte proliferation

Executioner caspase-3, -6 and -7 are expressed in the developing heart and are absent in the terminally differentiated myocardium (Fig 1A) suggesting that they are relevant during heart development. Progressive apoptotic gene silencing affects most of apoptotic genes and occurs soon after birth [17, 24], coinciding with cardiomyocyte exit from cell cycle [25]. Within cardiomyocytes, caspase-3 is expressed both in mitochondria and the cytosol, whereas caspase-7 is mostly cytosolic (Fig 1B) despite *in silico* search for mitochondria targeting sequences (MitoProt) [26] showed low probability of caspase-3 and -7 being exported to mitochondria (coefficient: 0.02 and 0.01, respectively, compared to 0.76 for the mitochondrial apoptotic nuclease EndoG).

**Fig 1:**
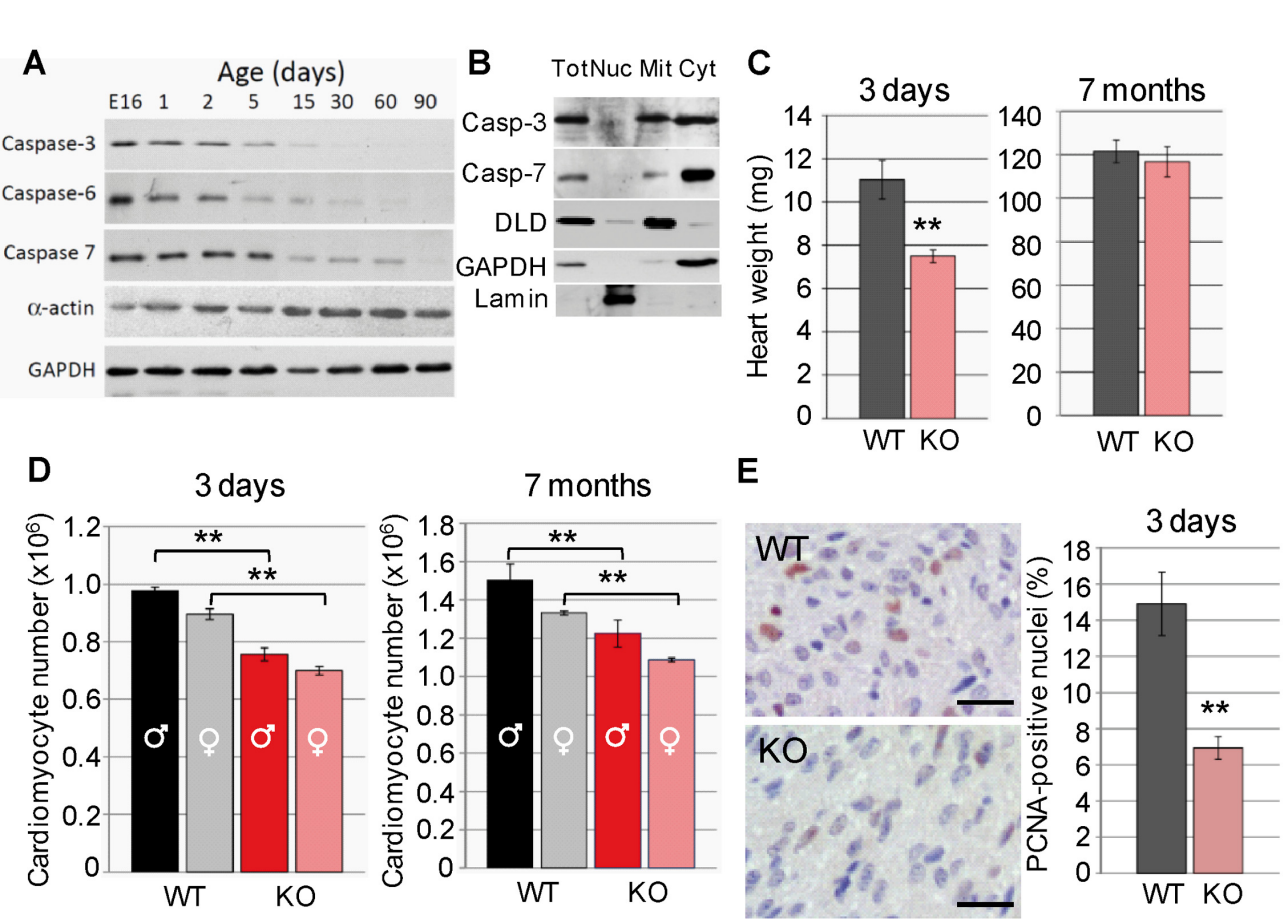
Executioner caspases are expressed in the developing heart and their conditional deletion in the myocardium reduces myocyte number at birth. **(A)** Expression of caspases-3,-6 and -7 in total protein extracts of hearts of mice at different ages from embryonic day 16 (E16) to postnatal day 30 (P30). Alpha-actin is a marker of myocyte differentiation. Glyceraldehyde-phosphate dehydrogenase (GAPDH) is a loading control. **(B)** Subcellular distribution of caspase-3 (Casp-3) and caspase-7 (Casp-7). Tot: total extract, Nuc: nucleus, Mit: mitochondria, Cyt: cytosol. DLD: dihydrolipoamide dehydrogenase (mitochondrial marker); GAPDH (cytosolic marker); lamin (nuclear marker). **(C)** Heart weight of 3-day-old and 7-month-old wild type (WT) and caspase-3 and caspase-7 knockout (KO) mice. N = 6 per age and genotype. **(D)** Cardiomyocyte number in hearts of male and female wild type (WT) and double mutant (KO) mice. N = 5 per gender, age and genotype. **(E)** PCNA (Proliferating Cell Nuclear Antigen) immunostaining of heart tissue slices from 3-day-old wild type and double mutant mice and graph showing percent PCNA^+^ nuclei in cardiomyocytes (fibroblasts have small and compressed cytosol). Bar: 20 µm. **, p<0.01 Student’s-t test KO vs. WT. Bars are means ± s.e.m.

Previous *in vivo* and *in vitro* studies suggest a role of executioner caspase-3 and -7 in heart development and myocyte differentiation [8, 10]. On the contrary, caspase-6 knockout mice have no overt cardiac alterations [27]. Although caspase-6 shares structural traits with caspase-3 and -7, it diverges from these caspases in terms of target peptide requirements and substrate affinity[1]. Whether caspase-3 and -7 are important in cardiomyocytes or abnormal cardiac development ensues from caspase deficiency in other cells *in vivo* is unknown. To determine the function of executioner caspases in the myocardium *in vivo* we designed a conditional knockout mouse in which caspase-3 gene deletion depends on *loxP* recombination driven by Cre recombinase expressed under the control of the *Nkx2*.*5* basal promoter-cardiac enhancer [14]. *Nkx2*.*5* promoter directs gene expression from the onset of cardiac commitment [14, 28]. *Caspase-7* was deleted ubiquitously because the lack of phenotype observed previously [8]. Caspase-3 and -7 double mutant mice were obtained by intercrossing *caspase-3* ^*lox/lox*^, *caspase-7* ^-/-^ and *Nkx2*.*5*::*Cre* mice (Figure A in S3 File). Genotyping reaction (S2 File) was designed to distinguish between *caspase-3* floxed (e.g. tail, cardiac fibroblasts) and knockout (myocardium) alleles. Western blot confirmed lack of caspase-7 expression in knockout mice and remnant caspase-3 expression in the neonatal heart (Figure B in S3 File).

Caspase-3 and -7 double mutant mice were born at Mendelian frequency (4.9% *vs*. expected 4.7%, n = 184) (Figure A in S3 File) and reached adulthood normally. However, the hearts of double knockout neonatal mice were 30% lighter than those of wild type mice, attaining normal weight by adulthood (Fig 1C). No differences were observed in heart anatomy between genotypes (data not shown). Cell counting from formol-fixed hearts [22] showed reduced cardiomyocyte number in double knockout mice at both ages, despite continued proliferation after birth in both genotypes (Fig 1D). The postnatal proliferation results (compare cell numbers in Fig 1D left and right graphs) agree with recent findings showing a cardiomyocyte proliferative burst in the postnatal heart [25], and also discard that normal heart weight of adult caspase knockout mice was due to increased late myocyte proliferation in the knockouts. Proliferating Cell Nuclear Antigen (PCNA) immunostaining of neonatal heart samples also agrees with lower number of cardiomyocytes involved in DNA replication in caspase-3 and-7 double knockout hearts (Fig 1E).

### Lack of executioner caspases reduces transcription of genes involved in DNA replication and cell cycle progression in the developing heart

To determine the molecular changes underlying reduced cardiomyocyte number in the absence of executioner caspase expression, we performed a microarray-based gene expression analysis comparing wild type and caspase-3 and -7 double knockout hearts in newborns, an age in which wild type hearts still express caspases and in thirty-day-old mice, an age in which wild type hearts have downregulated caspase signaling and myocytes do not further divide). 

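Ventricle tissue of 24 mouse hearts was profiled on whole-transcript Affymetrix mouse arrays, with 6 wild type (WT) and 6 double knockout (KO) hearts at each of 2 ages. The Methods give the ages as postnatal day 0 to 1 for newborn and day 30 to 35 for young hearts, and the sample annotation gives day 1 to 2 and day 30. The Methods also give 3 males and 3 females per group of 6, but sex is not given for each sample. High Xist, the transcript that silences an X chromosome, together with low Y-linked transcripts was measured in 1 newborn WT, 2 newborn KO, 3 young WT and 3 young KO arrays.

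The values were log2 signals made by the authors with RMA, which corrects background, equalizes the arrays and summarizes the probes of a transcript. Array medians ran from 4.27 to 4.49 in newborn WT, 4.27 to 4.38 in newborn KO, 4.24 to 4.35 in young WT and 4.27 to 4.5 in young KO hearts, and 0 of 276 pairs of arrays held identical values. The mean correlation of an array with the others of its group lay between 0.985 and 0.993. Of 35017 probe sets, 21118 named 1 gene, 1735 named several and 12164 named none, and the 18819 genes of the first kind were tested, each by its brightest probe set. A single limma model with 1 mean per group was fitted to all 24 arrays, leaving 20 residual degrees of freedom, so the number of arrays limits the precision. The model takes 1 variance per gene over all groups, although for some genes the spread differed between the ages. For the natriuretic peptide gene Nppa the young standard error was 0.41 in this model and 0.52 in a fit of the 12 young arrays. For Ndrg4 it was 0.16 and 0.092. The genotype of each array was taken from its annotation and was not established from its signals. The newborn arrays were, however, scored on their signals. On 80 genes that separated the genotypes in young hearts, with the genotype difference there scaled to 1, the newborn WT array numbered 4 scored 0.161 and the other newborn WT arrays scored -0.231 to -0.0350. The newborn KO array numbered 4 scored -0.194, against 0.0806 to 0.284 for the other newborn KO arrays. Results are therefore also given without these 2 arrays, a choice made after the data were seen.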

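In newborn hearts, genes of cell division had the lowest values in KO relative to WT hearts (n = 6 each). The median log2 difference was -0.65 over 57 genes of cell cycle progression and mitosis, -0.58 over 41 centromere and kinetochore genes and -0.36 over 52 DNA replication genes. In young hearts the highest list medians were 1.2 over 13 atrial markers, 0.76 over 13 epicardial, 0.55 over 39 extracellular matrix and 0.53 over 19 fibroblast genes. Of 36 Wnt signaling genes, Wif1, a secreted Wnt inhibitor, and Wnt2, a Wnt ligand, rose in young KO hearts and 0 fell. Of 28 imprinted genes, which are expressed from 1 parental copy, Igf2, Mir675 and Impact rose and 0 fell. The 39 regulators of heart development had a median of 0.11 at this age and were not called as a list (adjusted p = 0.26).

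Camera, which tests whether a list ranks lower or higher than the other genes, called the 3 newborn lists down (adjusted p = 1.33e-21, 2.94e-22 and 2.19e-20). Each had an adjusted p = 0.206 with an estimated correlation. The 4 highest young lists were called up (adjusted p = 8.39e-06, 0.000227, 8.19e-12 and 3.35e-06), each with an adjusted p = 0.66 with an estimated correlation. Thbs1, which encodes the matrix protein thrombospondin-1, rose as the only member of the matrix list to pass the test over all genes (25 higher and 0 lower when adjusted over the list alone), and lost its call with only the 12 young arrays (0.151; 0.00108 to 0.483 over all alternatives). The Wnt list had a camera adjusted p of 0.00627 and a count of 10 higher when adjusted over the list alone, with an adjusted p = 0.762 with an estimated correlation. For the imprinted genes the camera adjusted p was 0.0222, with 5 higher and 1 lower when adjusted over the list alone, and an adjusted p = 0.715 with an estimated correlation. Igf2, Mir675 and Impact lost their calls with only the 12 young arrays (0.174, 0.118 and 0.0786) and with the mean of atrial markers in that fit (0.549, 0.433 and 0.358). Impact kept a log2 fold change of 0.39 with that mean, against 0.42 without it. The imprinted list was no longer called without the young KO array numbered 2 (0.0625) or 5 (0.0644). Wif1 had a log2 fold change of 1.27 (standard error 0.28, adjusted p = 0.0229 from limma) and lost its call when any of 8 arrays was left out, every young WT array but number 2 and the young KO arrays 2, 4 and 6 (adjusted p 0.0520 to 0.0655). Wnt2 (0.76, standard error 0.19, adjusted p = 0.0465 from limma) lost it for 20 arrays, all but newborn WT 1, newborn KO 6, young WT 2 and young KO 3 (0.0516 to 0.105). Over all alternatives the adjusted p ran from 0.000249 to 0.616 for Wif1, 0.00179 to 0.608 for Wnt2 and 0.00141 to 0.742 for the imprinted list. Atrial transcripts moved with these young lists: the mean log2 signal of 12 atrial markers, Nppa left out, was 6.38 ± 1.27 (SD, n = 6) in WT and 7.93 ± 1.16 (SD, n = 6) in KO ventricles (exact two-sided permutation test, p = 0.0563). With that mean in a fit of the 12 young arrays, a setting chosen after the data were seen, the medians of the matrix, fibroblast, epicardial and Wnt lists were 0.037, 0.037, -0.0975 and 0.0399 and none of the 4 was called.

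Gene by gene, limma called 0 of 18819 genes in newborn KO hearts, where the smallest adjusted p was 0.101. At an unadjusted p under 0.05 it counted 1707 newborn genes, 273 higher and 1434 lower. That total was 1439 after median centring and 1413 after a new quantile normalization. With 1 array left out it ran from 1020 (newborn WT 3) to 2214 (newborn WT 4). The median difference over all genes was -0.049, against -0.025 after centring, -0.012 after quantile normalization and -0.026 without newborn WT 3. The split is therefore not free of a shift of all genes. The 6 KO arrays lay wholly on 1 side of the 6 WT arrays for 92 genes, where chance alone gives 0.216% or 40.7 genes. Array weights raised the newborn count to 31 genes, and so did leaving out the newborn WT array numbered 4 (73 genes) or the newborn KO array numbered 4 (49 genes). Without both, 117 genes rose and 365 fell. In young KO hearts 126 genes rose and 66 fell, and the 2 genotypes did not overlap for 80 of these 192 genes and for 155 of all genes. The young split was 84 higher and 204 lower after median centring and 129 higher and 141 lower after a new quantile normalization. Without the young KO array numbered 4 it was 71 higher and 95 lower, and without the young WT array numbered 3 it was 74 higher and 57 lower. Without the 2 newborn arrays numbered 4, the young counts were 126 higher and 78 lower. The young total was 108, 784, 112 and 125 without the young WT arrays 1, 2, 4 and 6, and 111 and 806 without the young KO arrays 2 and 3. It was 19 in a fit of the 12 young arrays alone and 9 with the atrial mean in that fit.

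**Figure D1:**
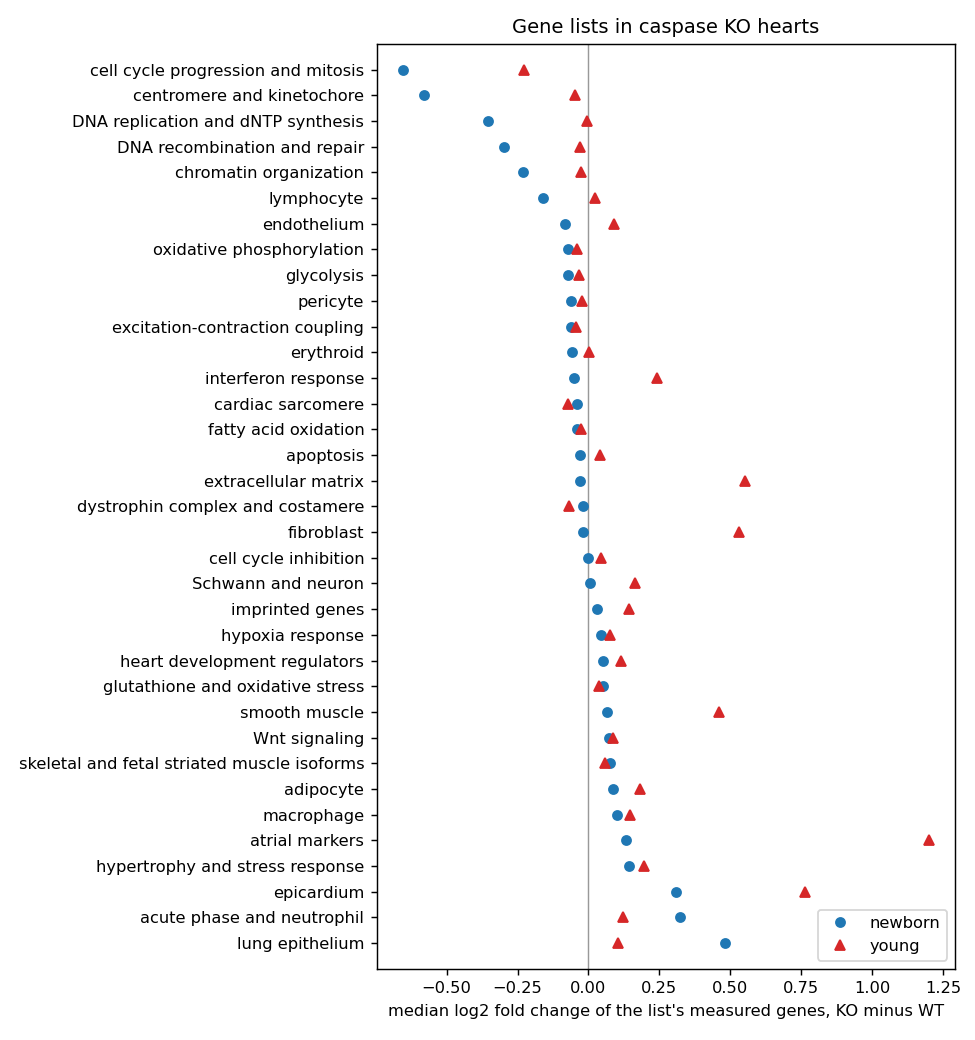
Median log2 fold change (KO minus WT, horizontal axis) of the measured genes of each of the 35 gene lists in newborn hearts (circles) and young hearts (triangles). The cell cycle and mitosis list lies lowest in newborn hearts at -0.65 and the atrial markers lie highest in young hearts at 1.2.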

Gene functional categories most significantly affected in newborns by the lack of executioner caspases were those regulating DNA replication and cell cycle, whereas in young mice the most affected genes were those involved in tissue development (Fig 2A). 

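Slc2a4, which encodes the insulin-responsive glucose transporter GLUT4, was lower in all 6 newborn KO hearts than in all 6 newborn WT hearts, at 8.87 ± 0.21 against 9.32 ± 0.11 on the log2 scale (SD, n = 6 each). Pold1, the catalytic subunit of DNA polymerase delta, stood at 6.68 ± 0.20 in KO and 7.08 ± 0.16 in WT hearts (SD, n = 6 each). Cdc6, which loads the replicative helicase onto origins, stood at 4.84 ± 0.46 and 5.57 ± 0.23 (SD, n = 6 each). Hif3a, a subunit of a hypoxia-inducible factor, had the higher value in KO hearts, at 7.70 ± 0.54 against 6.81 ± 0.57 (SD, n = 6 each). None of these genes passed limma's test over all genes, so the values that follow are differences that did not pass it.

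The log2 fold change was -0.39 for Pold1 (standard error 0.08, adjusted p = 0.175) and -0.37 for Topbp1, which binds topoisomerase and activates the replication checkpoint (standard error 0.08, adjusted p = 0.233). Pcna, the sliding clamp of the replicative polymerases, had a log2 fold change of -0.41 (standard error 0.11, adjusted p = 0.301), and Brca1, a recombination repair protein, one of -0.56 (standard error 0.15, adjusted p = 0.322). Among centromere genes the log2 fold change was -0.64 for Incenp (standard error 0.18, adjusted p = 0.336) and -0.85 for Aurkb, the kinase of the complex that Incenp scaffolds (standard error 0.30, adjusted p = 0.411). Cenpa, the centromeric histone, had a value of -0.58 (standard error 0.20, adjusted p = 0.402). The value for Cdc6 was -0.74 (standard error 0.16, adjusted p = 0.175), and that for Ccne1, which encodes cyclin E, was -0.60 (standard error 0.17, adjusted p = 0.342). For the metabolic genes the log2 fold change was -0.46 for Slc2a4 (standard error 0.09, adjusted p = 0.101) and 0.89 for Hif3a (standard error 0.22, adjusted p = 0.278).

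Of 11 newborn genes that the text of the paper names, 0 passed limma's adjusted p and 10 had an unadjusted p under 0.05, and 1 was higher and 9 were lower when adjusted over the list alone. The study chose these genes on the same arrays, so that count is not independent evidence of their direction. Without the newborn WT and KO arrays numbered 4, left out after the data were seen, the log2 fold change was -0.97 for Cdc6 (adjusted p = 0.00017), -0.51 for Pold1 (0.000523), -0.57 for Pcna (0.00151), -1.18 for Aurkb (0.0305), -0.75 for Cenpa (0.047) and 1.28 for Hif3a (5.16e-05). Over all alternatives the adjusted p ran from 0.00017 to 0.59 for Cdc6, 0.000523 to 0.59 for Pold1, 0.00151 to 0.796 for Pcna, 0.0305 to 0.892 for Aurkb, 0.047 to 0.892 for Cenpa and 5.16e-05 to 0.796 for Hif3a. Leaving out only the WT array numbered 4 gave an adjusted p of 0.0255 for Pold1, 0.0436 for Topbp1, 0.0478 for Brca1, 0.0493 for Pcna, 0.0317 for Cdc6, 0.0398 for Ccne1, 0.0237 for Slc2a4 and 0.0189 for Hif3a. Leaving out only the KO array numbered 4 gave 0.0111 for Pold1, Topbp1 and Slc2a4, 0.0154 for Pcna, 0.00457 for Cdc6 and 0.0203 for Hif3a. Array weights called Pold1, Topbp1, Pcna, Cdc6, Slc2a4 and Hif3a. For Topbp1, Brca1, Ccne1 and Slc2a4 the highest adjusted p over all alternatives was 0.795, 0.874, 0.874 and 0.365 and the lowest was 0.00244, 0.00664, 0.00305 and 0.00203.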

Detailed inspection of transcription changes showed that newborn caspase-deficient myocardium transcribed abnormally low levels of genes coding for key proteins involved in DNA replication, recombination and repair (e.g. *pold1* coding for DNA polymerase subunit delta, *topbp1* coding for DNA topoisomerase-2 binding protein-1; *BRCA1*, *PCNA*, etc.), centromere and kinetochore formation (e.g. *CENP* genes, *INCEMP*, *auroraB*, etc.) and cell cycle regulation (e.g. *cell division cycle-6*, *ccne1* coding for cyclin-E), as well as some genes involved in metabolism (e.g. *slc2a4* coding for GLUT4, and *hif3a*, among others) (Fig 2B). In young hearts, lack of executioner caspases during development resulted in abnormally high expression of genes involved in cell cycle inhibition (such as *fam107a*, which was also increased in newborn knockouts), genes coding for non-cardiac isoforms of sarcomeric proteins (*myosin heavy chain-11* and *tropomyosin-2*), as well as genes involved in embryonic development (*hand2*, *gata5*) and also resulted in slightly reduced expression of genes coding for components of the contraction machinery (e.g. *titin*, *dystrophin*, *obscurin*) (Fig 2B, Figure C in S3 File). 

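Fam107a, a growth-inhibitory gene, rose in young KO hearts from 5.03 ± 0.37 to 6.53 ± 0.52 on the log2 scale (SD, n = 6 each), and Cdkn1a, which encodes the cell cycle inhibitor p21, rose with it. Gata5 and Hand2, transcription factors of heart development, also rose. Titin (Ttn) fell from 11.34 ± 0.11 to 10.89 ± 0.09 and dystrophin (Dmd) from 8.79 ± 0.12 to 8.42 ± 0.07 (SD, n = 6 each). The smooth muscle isoforms Myh11 and Tpm2 had higher mean values in KO hearts, with a spread between hearts that kept them from passing the test.

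Of 28 genes of cell cycle inhibition, 3 rose in young KO hearts, 0 fell and 25 did not pass, with 4 higher when adjusted over the list alone, and camera did not call the list (adjusted p = 0.37). Fam107a had a log2 fold change of 1.5 (standard error 0.25, adjusted p = 0.00379 from limma), Cdkn1a one of 0.94 (standard error 0.18, adjusted p = 0.0118) and Jdp2, a repressor of AP-1 targets, one of 0.70 (standard error 0.13, adjusted p = 0.00967). In newborn hearts the value for Fam107a was 0.45 (standard error 0.25, adjusted p = 0.603), and the difference between the ages was not called either (1.05, adjusted p = 0.264).

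Myh11, smooth muscle myosin heavy chain, had a log2 fold change of 1.64 (standard error 0.48, adjusted p = 0.0941), and Tpm2, a tropomyosin, one of 0.90 (standard error 0.32, adjusted p = 0.169). Leaving out the young WT array numbered 2 brought the adjusted p to 0.0114 for Myh11 and 0.0161 for Tpm2, and leaving out the young KO array numbered 3 brought it to 0.0140 and 0.0272, in ranges over all alternatives of 0.0114 to 0.825 and 0.0161 to 0.971. Among 39 regulators of heart development 3 rose, 1 fell and 35 did not pass (5 higher and 1 lower when adjusted over the list alone). Gata5 had a log2 fold change of 1.27 (standard error 0.27, adjusted p = 0.0207), Tmem100 one of 0.97 (standard error 0.15, adjusted p = 0.00227) and Hand2 one of 0.40 (standard error 0.10, adjusted p = 0.0449), while Sox4 fell (-0.75, adjusted p = 0.00767). Gata5 lost its call without young WT 1, 4 or 6 or young KO 2 or 5 (adjusted p 0.0580 to 0.0626). Hand2 lost it without any of 14 arrays, newborn WT 1, 5 or 6, newborn KO 1 to 5, young WT 1 or 3, and young KO 1, 2, 4 or 6 (adjusted p 0.0509 to 0.12). The mean of the atrial markers differed between the same young arrays, and with it in the fit the value was 0.49 for Gata5, 0.42 for Myh11 and -0.06 for Tpm2, with no call for any of these 3 genes. Fam107a, Cdkn1a and Jdp2 lost their calls there too (0.159, 0.124 and 0.159) but kept log2 fold changes of 1.3, 0.78 and 0.58. Over the same 12 arrays without the atrial mean these were 1.5, 0.94 and 0.7. Tmem100 was still called with that mean (0.86, adjusted p = 0.0214, against 0.97 without it). Sox4 lost its call with only the 12 young arrays (0.0786) and with the atrial mean (0.355). The range over all alternatives was 0.00107 to 0.532 for Gata5 and 0.0196 to 0.45 for Hand2.

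Ttn, the giant spring of the sarcomere, had a log2 fold change of -0.44 (standard error 0.06, adjusted p = 0.000948) when measured by its brightest probe set, and -0.33 (adjusted p = 0.208) as the mean of all its probe sets. Over all alternatives its adjusted p ran from 0.000185 to 0.244. Dmd fell by 0.38 (standard error 0.07, adjusted p = 0.00601), a call lost with only the 12 young arrays (0.0708; 0.0017 to 0.358 over all alternatives). Obsl1, a cytoskeletal linker of the sarcomere, fell by 0.30 (standard error 0.06, adjusted p = 0.0207), a call lost without young WT 3, 4 or 6 (0.0528, 0.0601 and 0.0567; 0.0101 to 0.418 over all alternatives). Of 36 cardiac sarcomere genes, Ttn, Flnc, which encodes a Z-disc filamin, and Obsl1 fell, 0 rose and 33 did not pass, with 10 lower when adjusted over the list alone. The median of that list was -0.07, and camera called it down (9.03e-08; adjusted p = 0.388 with an estimated correlation). Of 23 dystrophin complex and costamere genes, Dmd and Dst fell, 0 rose and 21 did not pass, with 5 lower when adjusted over the list alone (median -0.07, camera adjusted p = 0.000241; adjusted p = 0.66 with an estimated correlation). Dst, a cytoskeletal linker, had a log2 fold change of -0.26 (adjusted p = 0.0279) and lost its call without young WT 1, 3 or 4 or young KO 1, 2 or 4 (0.0517 to 0.0749; 0.0101 to 0.531 over all alternatives). The genes of very large proteins outside the muscle lists, a list written after the data were seen, moved the same way, with a median of -0.12 over 67 genes, 13 of them lower and 0 higher.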

Gene expression changes detected by the microarray study were confirmed using specific quantitative PCR (qPCR) assays for a set of key genes involved in the above mentioned functions (Fig 2C). 

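The array signals of the genes chosen for qPCR are given here relative to newborn WT hearts, as ratios of geometric means with the SD over the 6 hearts of a group. Slc2a4, the GLUT4 gene, stood at 0.728 ± 0.104 in newborn KO hearts, and at 2.96 ± 0.207 in young WT and 2.79 ± 0.248 in young KO hearts. Ndrg4 stood at 0.657 ± 0.229 in newborn KO hearts and separated most in young hearts, at 1.5 ± 0.151 in WT and 0.490 ± 0.0559 in KO. Fam107a stood at 1.36 ± 0.495 in newborn KO, 1.04 ± 0.247 in young WT and 2.93 ± 1.14 in young KO hearts.

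Among the cell division genes, Pold1, Cdc6 and Ccne1 fell with age in WT hearts, by 0.72, 1.05 and 1.56 on the log2 scale (limma, adjusted p = 9.67e-08, 4.18e-06 and 2.87e-08), and Cenpa did not pass (-0.36, adjusted p = 0.136). The ratio for Pold1 was 0.761 ± 0.110 in newborn KO, 0.607 ± 0.0350 in young WT and 0.564 ± 0.0405 in young KO hearts. Cdc6 gave 0.601 ± 0.218, 0.484 ± 0.0629 and 0.451 ± 0.0669 in the same groups, and Ccne1 gave 0.662 ± 0.191, 0.339 ± 0.0374 and 0.322 ± 0.0380. For Cenpa, the centromeric histone, the values were 0.668 ± 0.266, 0.777 ± 0.0960 and 0.693 ± 0.0920. Between young WT and young KO hearts the log2 fold change was -0.11 for Pold1 (adjusted p = 0.594 from limma), -0.10 for Cdc6 (0.819), -0.07 for Ccne1 (0.885) and -0.17 for Cenpa (0.752), none of which passed. Slc2a4 did not pass at this age either (-0.09, adjusted p = 0.688).

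Myh11 stood at 1.40 ± 1.01 in newborn KO, 1.23 ± 1.54 in young WT and 3.83 ± 3.06 in young KO hearts, an SD close to or above the ratio in 2 of these groups. Gapdh, a glycolytic enzyme used as a control, had log2 fold changes of 0.00 in newborn and -0.03 in young KO hearts (adjusted p = 0.978 and 0.754). Mef2a, a muscle transcription factor, had values of -0.07 and 0.11, and caspase-6, a protease of apoptosis, had values of -0.03 and 0.06. None of these passed at either age.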

Of note, the mRNA of natriuretic peptide A (*nppa*), which is a marker of myocyte hypertrophy [29], was highly expressed in caspase-3 and -7 double mutant hearts and the opposite effect was observed for ndrg4, which is involved in cardiomyocyte proliferation [30]. 

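Ndrg4 fell in young KO hearts from 10.45 ± 0.15 to 8.84 ± 0.16 on the log2 scale (SD, n = 6 each), with all 6 KO hearts below all 6 WT hearts. This log2 fold change of -1.61 (standard error 0.16, adjusted p = 4.61e-06 from limma) was the largest fall among the called genes whose genotypes did not overlap. Nppa had a mean log2 signal of 12.32 ± 0.94 in young KO and 11.12 ± 1.17 in young WT hearts (SD, n = 6 each). In newborn hearts it stood at 12.43 ± 0.17 in KO and 12.25 ± 0.39 in WT (SD, n = 6 each).

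The young log2 fold change of Nppa was 1.2 (standard error 0.41, adjusted p = 0.151 from limma) and did not pass. It passed without the young WT array numbered 2 (adjusted p = 0.0188) or without the young KO array numbered 3 (0.0188), and its adjusted p ran from 0.0188 to 0.921 over all alternatives. The young WT array numbered 2 held 12.86 and array 5 held 12.28, the other 4 lay between 9.92 and 10.72, and the young KO array numbered 3 held 10.61. Nppa is abundant in atria, and the atrial light chain Myl7, which is scarce in ventricle, moved with it, above 10 in 2 WT and 5 KO arrays and under 6 in 4 WT and 1 KO arrays. In newborn hearts the value for Nppa was 0.18 (standard error 0.41, adjusted p = 0.916).

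The newborn log2 fold change of Ndrg4 was -0.61 (standard error 0.16, adjusted p = 0.301). Without the newborn WT and KO arrays numbered 4 together it fell by 0.89 (adjusted p = 2.55e-05), and the range over its alternatives was 2.55e-05 to 0.831. Leaving out either array alone gave an adjusted p of 0.0268 (WT) or 0.0111 (KO). Nppb, which encodes the related peptide BNP, had a log2 fold change of -0.20 in young KO hearts (adjusted p = 0.83), and the skeletal actin gene Acta1 one of -0.38 (adjusted p = 0.48). Of 21 genes of hypertrophy and stress response, 2 rose in young KO hearts, 0 fell and 19 did not pass, with 8 higher and 1 lower when adjusted over the list alone. The 2 were Nr4a3, an early-response nuclear receptor (1.47, standard error 0.25, adjusted p = 0.00566), and Mt2, a metallothionein (0.84, standard error 0.20, adjusted p = 0.0365). With only the 12 young arrays Nr4a3 lost its call (0.0967; up to 0.364 over all alternatives). Mt2 lost its call without young WT 1, 3, 4, 5 or 6 or young KO 1, 2 or 6 (0.0502 to 0.0996; 0.00889 to 0.398 over all alternatives). The list was called up by camera (adjusted p = 0.0125; adjusted p = 0.762 with an estimated correlation), and not without young WT 4 (0.0802) or young KO 1 (0.0619; 0.000529 to 0.855 over all alternatives).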

Western blotting analysis revealed that changes in expression of selected proteins were coherent with the alterations observed in mRNA abundance related to age and genotype (Fig 2D). The expression changes observed in double mutant hearts were present yet modest in caspase-3 deficient hearts, while lack of caspase-7 did not affect the expression of any gene checked (Figure D in S3 File). Gene expression was also unaffected by Cre expression (Figure D in S3 File), discarding that changes observed were due to expression of the recombinase used to interrupt *caspase-3*. 

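In newborn KO hearts 51 of 52 measured DNA replication genes, 34 of 36 repair genes, 39 of 41 centromere and kinetochore genes, 55 of 57 cell cycle genes and 42 of 42 chromatin genes had a lower mean than in WT hearts (n = 6 each). Kif22, a mitotic kinesin, had a log2 fold change of -0.96 (standard error 0.26), and Nuf2 and Bub1, which act at the kinetochore, had values of -0.88 and -0.87. Tk1, a thymidine kinase of DNA synthesis, stood at -0.74 (standard error 0.23) and Neil3, a DNA glycosylase of base repair, at -0.80 (standard error 0.31). Cdca5, which guards sister chromatid cohesion, had a value of -0.87 (standard error 0.24). None of these genes passed limma's test over all genes (adjusted p 0.322 to 0.441).

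Adjusted over the list alone, 29 replication, 17 repair, 34 centromere, 44 cell cycle and 16 chromatin genes were lower and 0 were higher. Camera called the repair and chromatin lists down, with medians of -0.30 and -0.23 (adjusted p = 4.25e-10 and 4.68e-14). Their calls and those of the 3 other lists were not kept under camera with the correlation estimated from the arrays. Fry, which allows for correlation between genes, did not call any of the 5 either (0.0714 for each). It asks whether a list changes at all, not whether it ranks lower than the other genes. Without the newborn WT and KO arrays numbered 4, left out after the data were seen, 28 replication, 15 repair, 33 centromere, 27 cell cycle and 18 chromatin genes fell at limma's adjusted p over all genes. The list medians then stood at -0.51, -0.47, -0.81, -0.89 and -0.35 in that order. The adjusted p with an estimated correlation was then 0.0417 for replication, 0.0854 for the cell cycle and 0.0462 for each of the other 3. Fry then gave 0.00339 for the cell cycle list and 0.000563 for each of the other lists named here. Leaving out only the WT array numbered 4 brought Cdca5 to an adjusted p of 0.0383 (0.00291 to 0.874 over all alternatives). Over all alternatives the adjusted p of the 5 lists reached at most 0.206. Markers of lung epithelium had a median of 0.48 over 13 genes in the same newborn KO hearts. The newborn KO array numbered 6, where the mean of these markers was highest, also had the lowest mean of each of the 5 lists among the 12 newborn arrays. Without it the list medians were -0.27, -0.23, -0.43, -0.49 and -0.19 in the order above, and camera called all 5 down (adjusted p at most 2.48e-07).

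In young KO hearts the cell cycle list had a median of -0.23 and was called down by camera (3.51e-06; adjusted p = 0.801 with an estimated correlation), with 0 of its 57 genes lower and 0 higher under limma, over all genes or when adjusted over the list alone. The young medians were -0.01 for replication, -0.03 for repair, -0.05 for centromere and -0.03 for chromatin genes. The repair list was called at this age (adjusted p = 0.0461; adjusted p = 0.817 with an estimated correlation), and not without newborn WT 5 (0.0501), young WT 2 (0.0953) or 3 (0.110), or young KO 1 (0.1), 3 (0.109) or 5 (0.0687). The centromere list was not called (adjusted p = 0.0607), and was called without newborn KO 6 (0.0401), young WT 1 (0.0322), 4 (0.0246) or 5 (0.0384), or young KO 2 (0.0315) or 6 (0.0336). The chromatin list (adjusted p = 0.107) was called without young WT 4 (0.0450) or 5 (0.0384) or young KO 2 (0.0348) or 6 (0.0415), and the replication list (adjusted p = 0.133) without young WT 4 (0.0291). Over all alternatives the highest adjusted p of these 4 young lists was 0.817 for repair, 0.867 for centromere, 0.889 for chromatin and 0.92 for replication, and the lowest was 0.0214, 0.00856, 0.00997 and 0.0102.

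**Figure D2:**
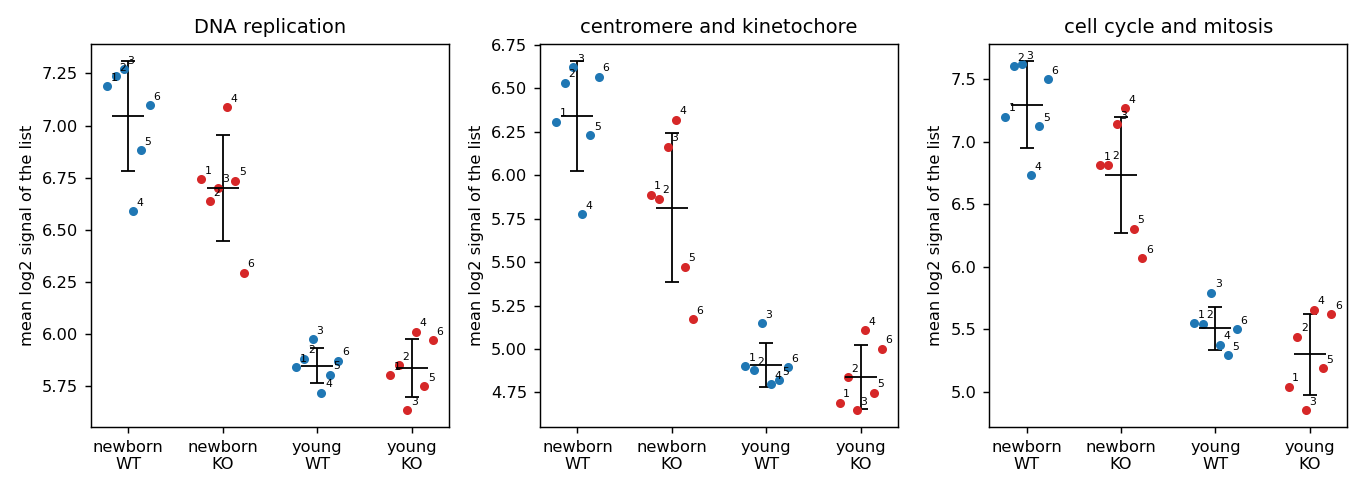
Mean log2 signal (vertical axis) of the DNA replication, centromere and cell cycle lists in each heart, in WT (blue) and KO (red) hearts of both ages, numbered by replicate, with the mean and SD of each group of 6 as a line and bars. The newborn WT array numbered 4 lies among the newborn KO arrays, and all 3 lists lie lower in young hearts.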

Taken together, the results obtained by the microarray-based gene expression study show that lack of caspase-3 and -7 in the developing myocardium deeply modifies the expression of genes involved in DNA replication, recombination and repair, chromatin organization and cell cycle progression in accordance with reduced cell proliferation. 

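Myl9, a regulatory light chain of smooth muscle and non-muscle myosin, rose in young KO hearts from 9.72 ± 0.59 to 10.69 ± 0.61 on the log2 scale (SD, n = 6 each). Tnni1, the slow skeletal and fetal troponin I, rose from 4.98 ± 0.56 to 5.80 ± 0.44 (SD, n = 6 each). Tagln, an actin-binding protein of smooth muscle, had a mean of 8.09 ± 1.29 in KO and 6.39 ± 0.94 in WT hearts (SD, n = 6 each) and did not pass the test. Acta2, smooth muscle actin, had a log2 fold change of 0.10 (adjusted p = 0.615 from limma).

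Of 19 smooth muscle genes, Myl9 rose, 0 fell and 18 did not pass, with 12 higher when adjusted over the list alone. The list had a median of 0.46 and was called up by camera (1.42e-05; adjusted p = 0.66 with an estimated correlation). Myl9 had a log2 fold change of 0.97 (standard error 0.23, adjusted p = 0.041), and Tagln one of 1.70 (standard error 0.47, adjusted p = 0.0815). Of 26 skeletal and fetal striated muscle genes, Tnni1 rose (0.81, standard error 0.19, adjusted p = 0.0404), 0 fell and 25 did not pass, with 1 higher when adjusted over the list alone and no call of the list (adjusted p = 0.912). Myl9 lost its call without any of 16 arrays, newborn WT 1, 2 or 6, newborn KO 1, 2, 3 or 5, young WT 1, 3, 4, 5 or 6, and young KO 1, 2, 4 or 5 (adjusted p 0.0501 to 0.109). Tnni1 lost it without any of 13, newborn WT 1, 2 or 6, newborn KO 3 or 5, young WT 3 to 6, and young KO 2, 4, 5 or 6 (0.0505 to 0.0919). The range over all alternatives was 0.00205 to 0.67 for Myl9 and 0.0028 to 0.685 for Tnni1. Neither was called with only the 12 young arrays (adjusted p = 0.262 and 0.264). With the mean of the atrial markers in that fit Myl9 went from 0.97 to 0.24 and Tnni1 from 0.81 to 0.41 (adjusted p = 0.670 and 0.685). The main ventricular isoforms had values of 0.02 for Tnni3, -0.04 for Myl2, 0.04 for Tpm1 and -0.03 for Actc1, none of which passed.

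The young WT array numbered 2 and the young KO array numbered 3 stood apart for smooth muscle and atrial genes alike. Myh11 held 8.50 in the young WT array numbered 2 and 5.93 to 6.33 in the other 5, and among young KO arrays 6.40 in number 3, 6.73 in number 6 and 8.77 to 9.34 in the other 4. Myl7 held 12.10 in young WT 2, 10.41 in young WT 5 and 3.58 to 5.12 in the other young WT arrays, and 5.43 in young KO 3 against 10.26 to 12.10 in the other young KO arrays. With the mean of the atrial markers in a fit of the 12 young arrays, added after the data were seen, the median of the smooth muscle list was 0.10 (adjusted p = 0.797), and the adjusted p of the list ran from 3.39e-08 to 0.797 over all alternatives.

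**Figure D3:**
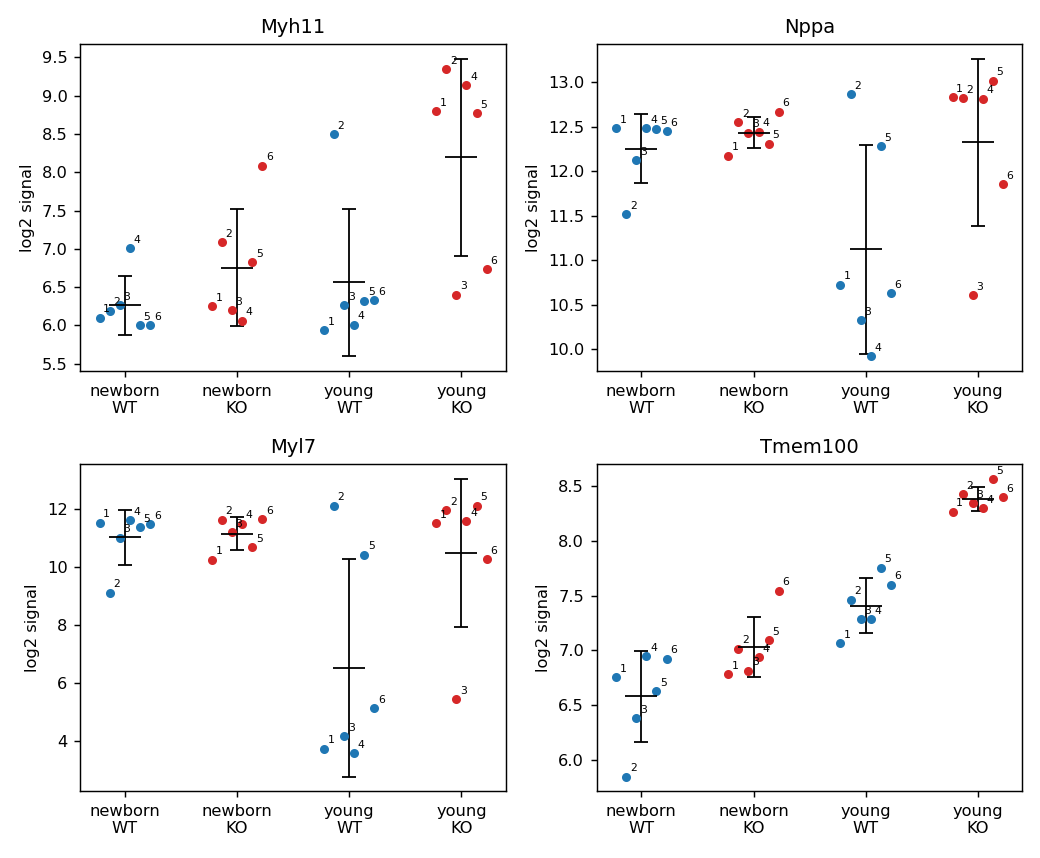
Log2 signal (vertical axis) of Myh11, Nppa, Myl7 and Tmem100 in each heart, in WT (blue) and KO (red) hearts of both ages, numbered by replicate, with the mean and SD of each group of 6 as a line and bars. Young WT 2 lies high and young KO 3 low for Myh11, Nppa and Myl7, while Tmem100 keeps all 6 young KO hearts above all 6 young WT hearts.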

The results also show increased expression of non-muscular and smooth muscle structural gene isoforms in hearts of young caspase knockouts, in accordance with the gene expression changes occurring during hypertrophy previously described elsewhere [31].

**Fig 2:**
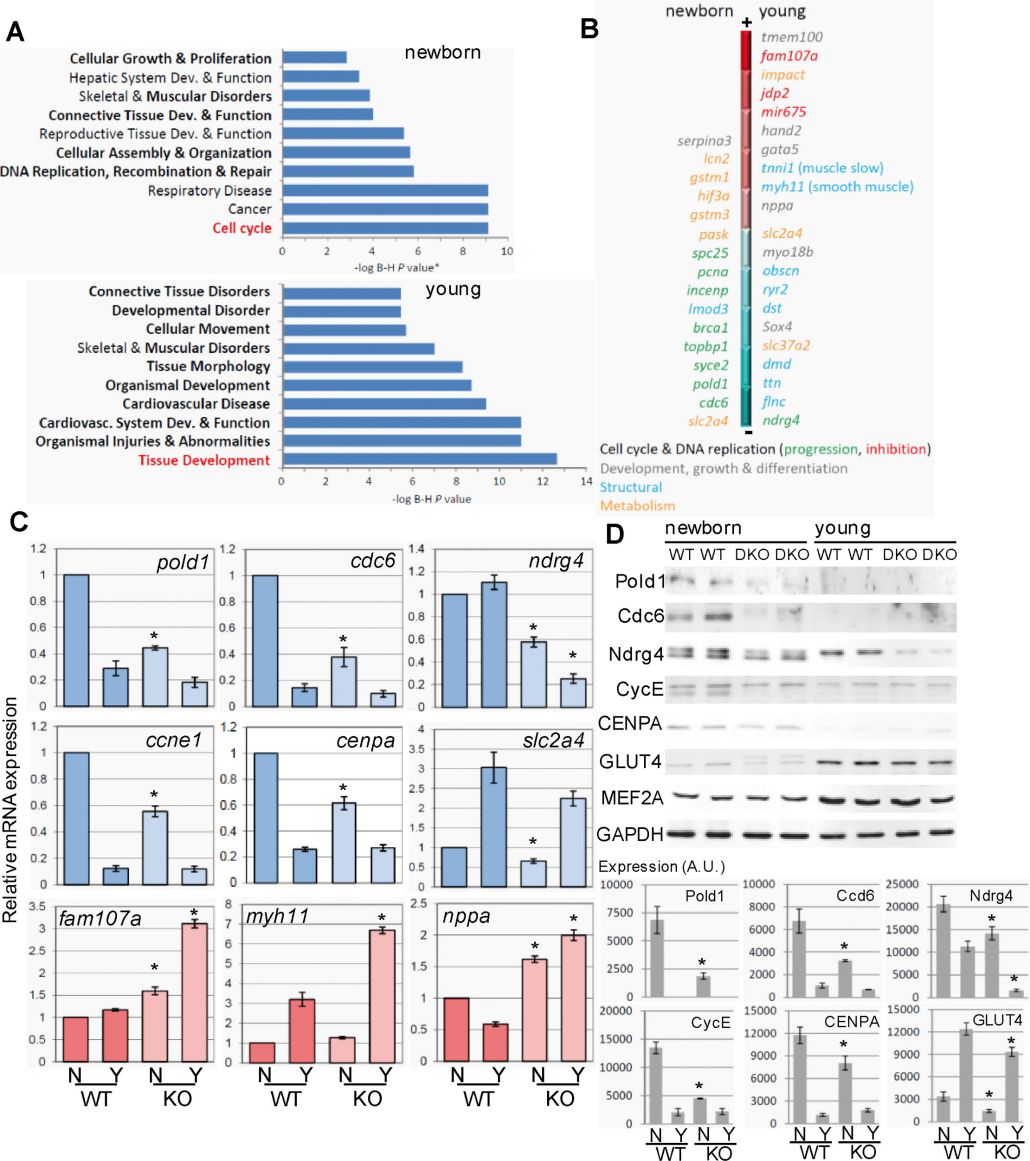
Executioner caspase deficiency in the developing myocardium triggers changes in gene expression in accordance to reduced myocyte proliferation. **(A)** Clustering of differentially expressed genes between wild type and caspase-3 and -7 double knockout mice by biological processes. Ploted is the–log of P values adjusted by the Benjamini and Hochberg method. Highlighted is the process most significantly affected in newborns and young mice. **(B)** Representation of top up-regulated genes (towards the red region of the bar) or down-regulated genes (towards the blue region of the bar) in newborn and young knockout mice, colored by molecular function. **(C)** Reverse-transcription/qPCR was performed to validate the microarray results for the expression of a set of genes downregulated (blue) or upregulated (red) in caspase KO hearts. N: newborn, Y: young. *, p<0.05, Student’s-t test KO *vs*. WT for the same age. n = 5–7 cardiac RNA extracts per age and genotype. **(D)** Changes of protein abundance for a set of the differentially expressed genes (selected by availability of antibodies with confirmed specificity). Upper panel: representative Western Blots (WB) featuring two WT and two KO independent cardiac protein extracts per age. Graphs: Densitometric analysis of WB. AU = Arbitrary units. *, p<0.05 KO *vs*. WT (Student’s-test) comparing the same age (N: newborn, Y: young). N = 6 per age and genotype. Mef2a expression is used as a control of unaffected gene and GAPDH is used as loading control. Bars are means ± s.e.m.

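Of 16 newborn genes drawn in Fig. 2B, 5 had higher and 11 had lower means in KO than in WT hearts, and 0 passed limma's adjusted p over all genes, with 16 at an unadjusted p under 0.05. Lcn2, which encodes the iron-binding acute phase protein lipocalin-2, had a log2 fold change of 1.17 (standard error 0.28, adjusted p = 0.278), and Serpina3n, a protease inhibitor of the same response, one of 1.06 (standard error 0.42, adjusted p = 0.457). Gstm1 and Gstm3, glutathione S-transferases, had values of 0.45 and 0.27 (adjusted p = 0.301 for each). Spc25, a kinetochore protein, had a value of -0.85, Syce2, which joins meiotic chromosomes, one of -0.54, Pask, a nutrient-sensing kinase, one of -0.50, and Lmod3, an actin nucleator of muscle, one of -0.42 (adjusted p 0.278 to 0.322). In young hearts 8 of 20 measured genes of the panel rose, 8 fell and 4 did not pass.

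Over the newborn panel alone 5 genes were higher and 11 lower, and over the young panel alone 10 were higher and 9 lower, when adjusted over the list alone. The study chose both panels on these arrays, so neither count is independent evidence of direction. Without the newborn WT and KO arrays numbered 4, left out after the data were seen, 4 newborn genes of the panel rose and 11 fell, and in young hearts 7 rose and 8 fell. Leaving out only the WT array numbered 4 gave an adjusted p of 0.0398 for Lcn2, Spc25, Pask and Lmod3 and 0.0298 for Syce2. Leaving out only the KO array numbered 4 gave 0.00950 for Lcn2, 0.0330 for Spc25, 0.0498 for Pask, 0.0214 for Syce2 and 0.0329 for Gstm1. The lowest and highest adjusted p over all alternatives were 0.000523 and 0.796 for Lcn2, 0.0026 and 0.796 for Spc25, 0.00244 and 0.874 for Pask, 0.00934 and 0.796 for Lmod3, 0.00156 and 0.796 for Syce2, and 0.00397 and 0.831 for Gstm1.

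Among young genes of the panel, Impact, an imprinted translational regulator (0.42, adjusted p = 0.0076), and Mir675, a microRNA of the H19 transcript (0.69, adjusted p = 0.00972), rose. Slc37a2, a sugar phosphate transporter, fell (-0.57, adjusted p = 0.0118), as did Flnc (-0.50, adjusted p = 0.001) and Ryr2, the calcium release channel of the sarcoplasmic reticulum (-0.24, adjusted p = 0.0365). Ryr2 lost its call without young WT 1, 3, 4 or 6 or young KO 2 or 6 (0.0517 to 0.0930; 0.0135 to 0.445 over all alternatives). It was the 1 gene to fall among 24 of excitation-contraction coupling, where 0 rose, 23 did not pass and 1 was lower when adjusted over the list alone. That list was called down by camera (0.0171; adjusted p = 0.762 with an estimated correlation), and not without young WT 6 (0.0884) or young KO 2 (0.0573; 0.00528 to 0.762 over all alternatives). Myo18b, a myosin of striated muscle, had a value of -0.24 (adjusted p = 0.183) and did not pass.

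Outside the panel, the largest falls with no overlap of the genotypes were in Sh3rf2, a ubiquitin ligase (-1.31, standard error 0.17, adjusted p = 0.000397), Hspa12a, a heat shock protein of the HSP70 family (-1.01, standard error 0.13, adjusted p = 0.000261), Akap5, an anchor of protein kinase A (-0.76, adjusted p = 0.00767), and Aga, a lysosomal enzyme (-0.66, adjusted p = 0.00053). Nbea (-0.47, adjusted p = 0.00664), which encodes another kinase anchor, and Thnsl1 (-0.42, adjusted p = 0.0146) also fell. Beside Fam107a, Tmem100, Cdkn1a and Jdp2, the largest rises with no overlap were in Stum and Rasgef1b (0.69 for each, adjusted p = 0.00446 and 0.00163), A2m, a protease inhibitor of plasma (0.66, adjusted p = 0.0335), Sik1, a salt-inducible kinase (0.65, adjusted p = 0.0261), Errfi1, an inhibitor of EGF receptor signaling (0.63, adjusted p = 0.00778), and Csrnp1 (0.63, adjusted p = 0.0119). A2m lost its call without young WT 1, 3, 4 or 6 or young KO 2, 5 or 6 (0.0528 to 0.0923), and Sik1 without young WT 1, 3 or 4 or young KO 5 (0.0517 to 0.0655). Over all alternatives the range was 0.0112 to 0.549 for A2m and 0.0102 to 0.267 for Sik1. With only the 12 young arrays Akap5, Thnsl1, Stum and Errfi1 (0.0708, 0.0812, 0.0708 and 0.126) and, of the panel, Impact, Mir675 and Slc37a2 lost their calls. With the mean of the atrial markers in that fit, Sh3rf2 (0.109), Nbea (0.0649), Rasgef1b (0.193), Csrnp1 (0.267) and Flnc (0.228) lost theirs too. Sh3rf2 and Flnc kept differences of -1.07 and -0.44 there, against -1.31 and -0.50 without that mean. Hspa12a and Aga were still called (0.0032 and 0.0181).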

### Proteomic profiling suggests changes in energy metabolism in the caspase-deficient heart

To gain further insight on the changes of protein abundance induced by executioner caspase deficiency along developmental stages, we conducted a high-throughput quantitative proteomics study. We used isobaric 8-plex peptide labeling (iTRAQ) followed by peptide prefractionation before mass spectrometry analysis to make a simultaneous quantitation of the deep cardiac proteome of wild type and executioner caspase knockout mice at four ages (1-day-old and 1, 3 and 8-month-old animals). The quantitative data were then analyzed using the WSPP model (S2 File), and were found to follow with good accuracy the predictions of the null hypothesis at the spectrum, peptide and protein levels (Figure E in S3 File). Comparative analysis of the dynamic behavior of proteins along time (Fig 3A–3D) revealed a switch from glycolytic to fatty acid oxidative metabolism through postnatal heart maturation [32] in both genotypes. This was evident by the increase in abundance of enzymes from the β-oxidation pathway (Fig 3A left and middle columns) and of components of oxidative phosphorylation complexes (Fig 3B left and middle columns).Two populations of glycolytic enzymes were defined in terms of their relative abundance along time (Fig 3C left and middle columns). On the one hand, eleven proteins were downregulated along time (blue) compared to postnatal expression (time 0, not shown). These proteins are coded by major glycolytic genes and their abundance decreased with age. On the other hand, the abundance of six proteins increased with age (red). From the later population, five proteins (ALDOA, a variant of ALDOA identified as A6ZI47,K6PF,PGAM and ENOB) correspond to muscle isoforms of glycolytic genes enriched in the adult muscle, despite reduced glycolytic activity compared to the embryo [32]. Despite this trend was observed in both genotypes, the majority of oxidative phosphorylation proteins were less abundant and glycolytic proteins were more abundant in the caspase-deficient myocardium at birth and this difference attenuated along time (Fig 3B and 3C right columns). We also observed that the abundance of the sarcomeric proteins troponin, tropomyosin and tropomodulin was lower in the knockout hearts than in the wild type hearts at birth, tending to reach similar levels in the adult (Fig 3D upper columns). On the contrary, other sarcomeric proteins including dystrophin, titin, obscurin and the muscle-specific ryanodine receptors 1 and 2 were relatively more abundant in the knockout hearts at birth but did not follow the normal developmental upregulation, resulting in abnormally low expression in these hearts at adulthood (Fig 3D lower rows). Of note the non-muscle isoform ryanodine receptor-3 (RYR3) was upregulated in the knockout hearts. To further illustrate the differences due to genotype, the distribution of standardized log2-ratios (WT/KO) of proteins from these categories was compared at 1 day and 8 months (Fig 3E). The sigmoid graphs show how absence of executioner caspases in postnatal hearts, when wild type hearts still express caspases, produced a protein distribution consistent with a more glycolytic and less oxidative metabolism than wild type hearts, suggesting metabolic retardation. However, no differences become appreciable at adulthood, suggesting adaptation towards an adult genotype, in which caspases are normally absent in the myocardium (Fig 1A and references [17, 24]). Overall, these results reveal that the caspase-deficient myocardium suffers changes in metabolic enzymes and proteins involved in contraction suggesting a relative retardation and alteration of cardiomyocyte maturation.

**Fig 3:**
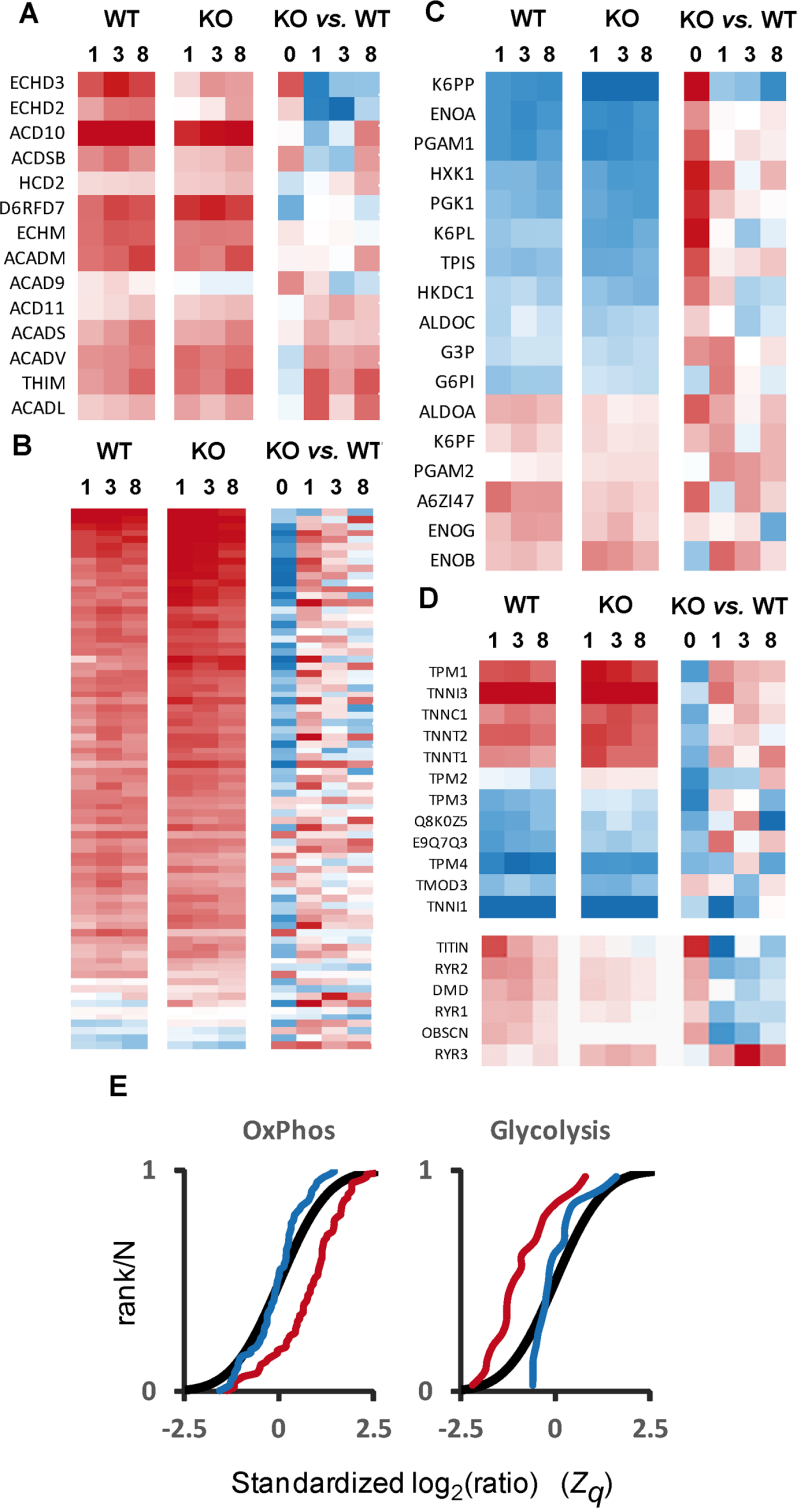
Quantitative proteomics analysis indicates metabolic changes due to executioner caspase deficiency in accordance with reduced myocyte maturation. **(A-D)** Relative abundance profiles of selected proteins along development (0, 1, 3 and 8-month-old) in both wild type (WT) and caspase-3 and -7 knockout (KO) animals; in the left and middle columns, the changes are expressed separately for KO and WT animals in relation to the abundances at t = 0, while in the rightmost column the abundance of proteins in the KO are compared with that of the WT animals at each time point. Selected proteins include those belonging to beta-oxidation **(A)**, oxidative phosphorylation complexes, whose identification can be found in Figure G in S3 File. **(B)**, glycolysis **(C)** and structural and contractile proteins **(D)**; in the case of glycolysis, for simplicity only the main or housekeeping isoforms are depicted. Red squares indicate increased abundance vs. neonatal values in columns referred to age (left and middle), and increased abundance vs. WT in columns comparing genotypes (right), while blue squares indicate decrease in relative protein abundance. The distribution of standardized log2-ratios (KO/WT) of proteins belonging to oxidative phosphorylation complexes and glycolysis in neonates (red lines) and in adults (blue lines) and the null hypothesis distribution (black lines) are compared in **(E)**, where a trend to the left denotes increased abundance and a trend to the right indicates lower abundance vs. the null hypothesis.

### Cardiomyocyte hypertrophy occurs in the heart deficient for caspase-3 and -7

The increased expression of non-muscular and smooth muscle isoforms of structural genes observed by transcriptomics, and the trend towards glycolytic embryonic-like metabolism detected by proteomics in young adult knockout’s hearts were suggestive of hypertrophy. This molecular signature was associated with postnatal recovery of knockout heart’s weight in the absence of increased cardiomyocyte proliferation. Therefore, we measured cardiomyocyte cross-sectional area in cardiac slices of neonatal, young and adult wild type and double knockout mice by wheat germ agglutinin (WGA) staining, which labels extracellular matrix, as previously described [20]. Cardiomyocyte mean cross-sectional area was unaffected in neonatal hearts (Fig 4A, upper graph), but septal myocyte cross-sectional area increased by 30% in caspase-3 and-7 double knockout hearts by 3 months (Fig 4A, middle graph), and both septal and ventricular myocytes were larger in mutant hearts at 7 months (Fig 4A, lower graph and right panels). Adaptive changes in myocyte size were associated with normal heart function in adult knockout mice (Fig 4B). We next assessed whether adaptive growth of caspase-deficient myocytes was due to changes in the susceptibility of myocytes to hypertrophic stimuli. Infusion of the β-adrenergic agonist isoproterenol induced identical response in wild type and caspase knockout hearts (Fig 4C), and discarded hypersensitivity of mutant hearts to hypertrophic stimuli. The above results show that cardiomyocyte hypertrophy is a gradual response of the hypoplastic caspase-deficient heart expanding beyond the period of caspase expression in wild type hearts.

**Fig 4:**
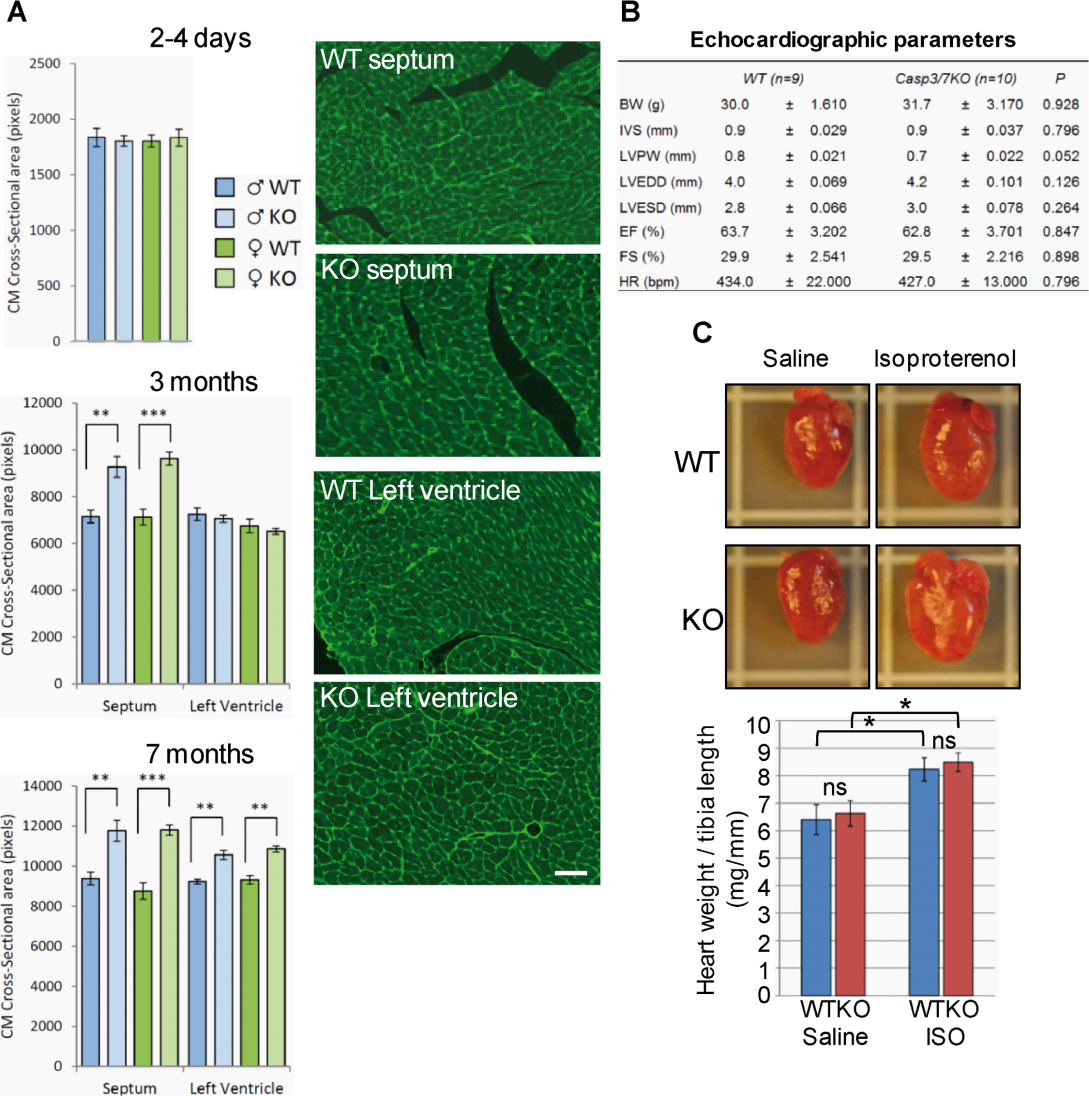
Executioner caspase-deficiency induces progressive cardiomyocyte hypertrophy without affecting heart function. **(A)** Progressive increase of cardiomyocyte (CM) cross-sectional area in the septum and ventricular wall of wild type (WT) and caspase-3 and -7 double knockout (KO) mice. **, p<0.01 KO *vs*. WT. N = 6 per gender, age and genotype. Representative microscopy images of heart histological preparations stained with FITC-WGA of 7-months-old WT and KO mice, bar: 50µm. **(B)** Cardiac function of 3-month-old wild type (WT) and caspase-3 and -7 double knockout (KO) mice. BW, body weight; IVS, inter-ventricular septum thickness; LVPW, left ventricular posterior wall thickness; LVEDD, left ventricular end diastolic diameter; LVESD, left ventricular end systolic diameter; EF, ejection fraction; FS, left ventricular fractional shortening; HR, heart rate in beats per minute. N = 9 (WT) and 10 (KO). P, statistical analysis by Student’s-t test. **(C)** Beta-adrenergic agonist-induced cardiac hypertrophy in wild type (WT) and caspase-3 and -7 double knockout (KO) mice (N = 6/genotype). Isoproterenol (ISO) at 8.8mg/kg/day or saline vehicle was administered to five 20-week-old mice per genotype using subcutaneously implanted osmotic pumps. Seven days later, heart weight and tibia length were recorded. *, p<0.05 Student’s-t test ISO *vs*. saline for each genotype. NS = not statistically significant changes. Bars are means ± s.e.m.

### Expression of genes involved in the control of cell proliferation in developing myocytes is regulated by executioner caspases independently of their catalytic activity

To investigate how executioner caspases regulate the expression of the genes found altered by transcriptomics and proteomics in the cardiac-specific executioner caspase knockout’s heart, we overexpressed wild type caspase-3 and -7 or caspase mutants bearing a Cysteine to Serine substitution in the catalytic site in P4-5 rat postnatal myocytes (Fig 5A and 5B), which express low levels of apoptotic genes [24], and we assessed the expression of genes affected by *in vivo* caspase deletion. Rat neonatal cardiac myocytes were chose instead of mouse myocytes due to the difficulty in obtaining healthy and abundant cultures of the later and based on the validity of inter-species comparisons reported elsewhere [33]. Wild type and mutant caspases were overexpressed at similar levels (Fig 5C). Caspase proteolytic activity was altered neither in cardiomyocytes overexpressing caspase-3 and -7 nor in hearts deficient for these caspases (Fig 5D). Increased caspase activity was detected only when the kinase inhibitor staurosporine, an inducer of apoptosis [17], was added to the culture medium of the HEK293 cell line or wild type caspase-overexpressing myocytes (Fig 5D). Lack of caspase activity in normal, non-overexpressing, postnatal myocytes is due to very low expression of these genes, as previously described [24].This experiment also confirmed that Cysteine to Serine mutation abolishes caspase proteolytic activity (Fig 5D). Overexpression of wild type zymogens or the inactive mutants lead to similar increases in the expression of genes downregulated in the caspase knockout myocardium, confirming a direct implication of caspases in the control of genes involved in the regulation of myocyte proliferation (Fig 5E). We further confirmed enhanced expression at the protein level for cyclin-E (Fig 5F), which is involved in the proliferation of terminally differentiated myocytes [34]. Caspase overexpression also induced a small yet significant downregulation of serpina3 expression (Fig 5E), a gene upregulated in the caspase knockout hearts, confirming that caspase overexpression induced opposite effects than those observed in caspase-deficient myocytes. Furthermore, observation that changes in gene expression in the caspase-deficient hearts and in cardiomyocytes overexpressing either wild type or mutant caspases occur in the absence of changes in caspase activity demonstrate that gene expression regulation by executioner caspases is independent of caspase proteolytic activity.

**Fig 5:**
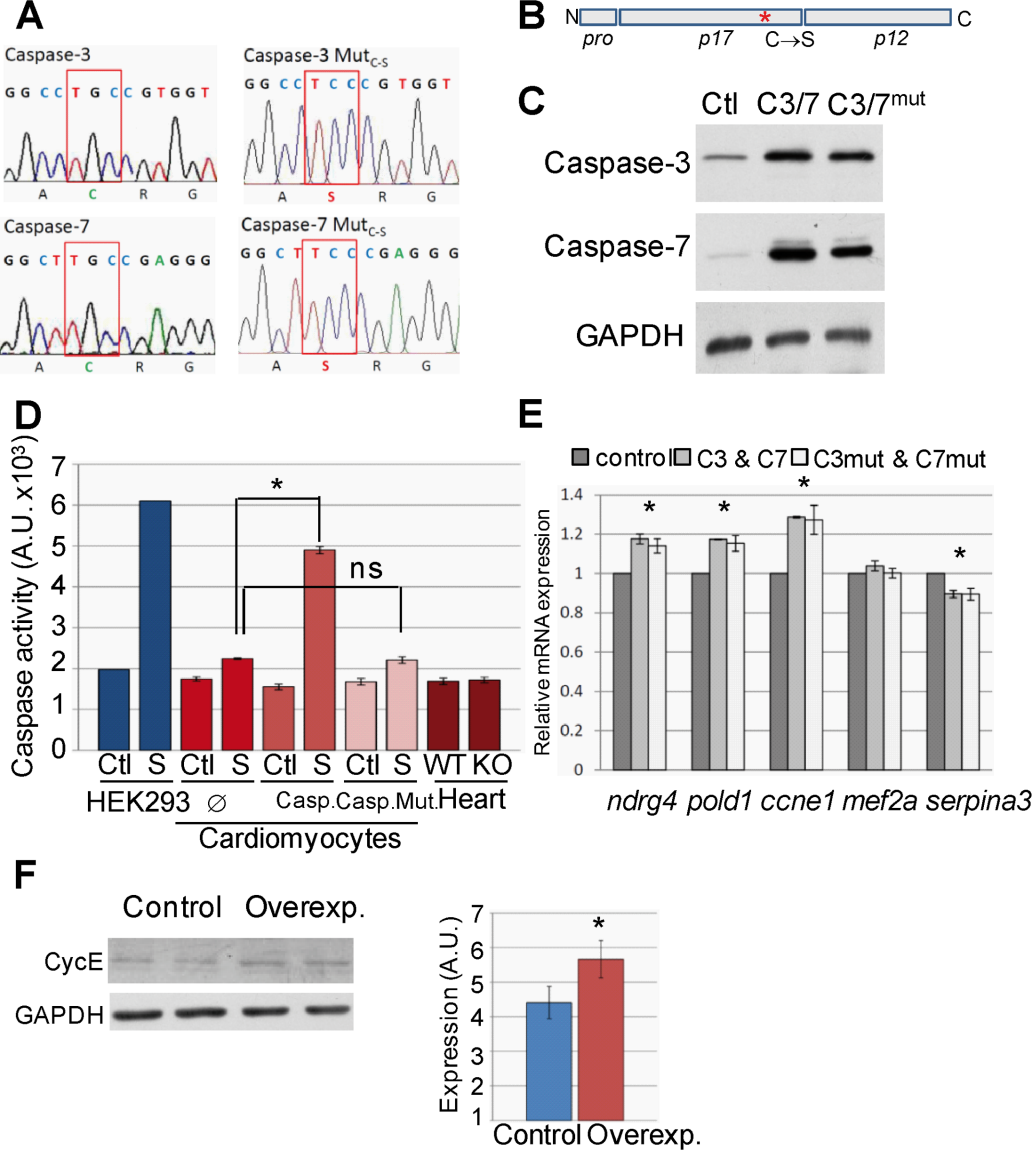
Overexpression of caspase-3 and -7 in postnatal cardiomyocytes induces increased expression of genes regulating cell division, independently of caspase proteolytic activity. **(A)** Electropherogram fragments of human Caspase-3 and Caspase-7 overexpression vectors showing the induced G→C mutation of the catalytic site’s Cystein codon that generates a Serine codon (Mut^C-S^). **(B)** Scheme of an executioner caspase showing the Cystein to Serine substitution in the p17 domain (*). N, NH_4_^+^-terminal end; C, carboxyl end. Pro: prodomain. **(C)** Overexpression efficiency of wild type (C3/7) and mutant (C3/7mut) caspases in P4-5 postnatal rat cardiomyocytes. Ctl: control with empty vector showing caspase endogenous expression. Image is representative of 3 independent experiments. **(D)** DEVDase (executioner caspase-like) enzymatic activity detected in extracts from rat neonatal cardiomyocytes overexpressing wild type (Casp.) or mutant (Casp.Mut.) executioner caspase-3 and 7 or empty vector (∅) and cultured in the absence (Ctl, control) or presence of 1 µM staurosporine (S) during 24 hours, or from neonatal wild type (WT) and caspase-3 and -7 double knockout (KO) mice’s hearts. HEK293 cell line was used as positive control of staurosporine-triggered caspase activity. *, p<0.05 and ns: not significant for comparison of staurosporine-induced caspase activity between cardiomyocytes overexpressing caspases or empty vector, Student’s-t test. N = 3. **(E)** Relative mRNA expression for different proteins whose expression is modified in caspase-3 and -7 knockout hearts was assessed in total RNA extracts from cultured P4-5 postnatal rat cardiomyocytes overexpressing wild type caspases (C3&C7), mutant caspases (C3mut&C7mut) or empty vector (control). *, p<0.05 caspase-overexpressing vs. control cultures, Student’s-t test, n = 6. **(F)** Assessment of cyclin-E expression in cardiomyocyte cultures transduced with empty (Control) or caspase-3 and -7 overexpressing vectors (Overexp.), representative blot and graph showing densitometric analysis, *, p<0.05 *vs*. control, n = 5.

## Discussion

The results of this study show that executioner caspase-3 and -7 are required during heart development to attain the correct number of myocytes in mice. Transcriptomic results show that caspase-3 and -7 are required for the normal expression of a broad set of genes involved in DNA replication, recombination, repair and chromatin organization as well as genes regulating cell cycle progression. Quantitative proteomics shows that executioner caspases foster the correct transition from glycolytic to oxidative metabolism in differentiating cardiomyocytes. Within the frame of the natural silencing of caspase genes during perinatal cardiac development, the above results suggest that the expression of caspases during heart development and their progressive silencing during the first weeks after birth contribute to the transition from a proliferative to a differentiated post-mitotic myocardium. In addition, we show that caspases do not require their proteolytic activity for regulating gene expression in myocytes.

Involvement of caspases in cardiomyocyte division during heart development, shown here, justify the broad expression of caspases in the myocardium during cardiac tissue growth by cell proliferation and the repression of these genes afterwards, as previously described by our group [17, 24] and others [35]. The findings presented here also improve the understanding of the involvement of executioner caspases in heart development. Previous *in vivo* studies of mice mutant for caspase-3, -7 or -8, or its positive (FADD) and negative (cFLIP) regulators, suggested the impact of caspase deficiency in heart trabeculation and ventricular wall compaction without affecting cell death [5–8]. Also, *in vitro* experiments using caspase inhibitors in cultured rodent cardiac or skeletal myocytes, P19 teratocarcinoma-derived cell line and mouse embryos showed a role of caspase activity in myocyte differentiation [10, 36]. However, phenotype rescuing by *ex vivo* culture of caspase-8 knockout embryo suggested that cardiac defects ensued secondary to placental problems in these mice, not directly to lack of caspase activity in the myocardium [11]. In addition, there are some discrepancies in the results obtained by pharmacological inhibition of caspase activity between studies performed with chicken embryos [9] and *ex-vivo* cultured mouse embryos [10]. In chicken embryos, caspase inhibitors hampered correct outflow tract looping and insertion of aortic and pulmonary arteries in the heart [9], while treatment of E12.5 mouse embryos with caspase inhibitors had no impact on the formation of these structures [10] despite the ongoing construction of the arterial connections at this period of mouse embryo development [37]. Here, we show that the most evident phenotype of the *Nkx2*.*5*::*Cre*-driven conditional caspase-3 null / caspase-7 null mouse is reduced cardiomyocyte number and this effect seems independent to proteolytic activity since no caspase-like activity was detected in the myocardium and the effects on gene expression of caspase overexpression in neonatal myocytes occurred also in the absence of increased caspase activation. Therefore, *in vivo* results suggest that cardiac phenotypes previously described of mice with ubiquitous caspase deletion and changes in chicken embryos and *ex-vivo* cultured mouse embryos treated with caspase inhibitors could probably be due to inhibition of other enzymes or blockade of caspase activity in other cells or embryo tissues, not related to caspase function specifically in cardiomyocytes. Alternatively, embryos with cardiac-specific deletion of caspases could activate cardiac adaptive responses to circumvent limited differentiation but cannot completely recover cardiomyocyte number.

Inhibition of Wnt/β-catenin signaling contributes to heart formation [38], while Wnt signaling allows cardiomyocyte expansion [39, 40]. Wnt11 promotes cardiac differentiation [41] and a peak of caspase-3/7-like activity induced by Wnt11 was described to be required for P19 carcinoma cell line differentiation to myocytes (e.g. expression of *troponin T* _*tnt*_) at least in part through β-catenin degradation [10]. This was in agreement with progressive reduction of Wnt activity in the developing mouse myocardium. In addition, Wnt signaling was blunted in the heart by caspase inhibitors in *ex-vivo* cultured E12.5 and E14.5 embryos resulting in reduced number of α-myosine heavy chain-positive (MHC^+^) cardiomyocytes detected by immunofluoerscence [10]. However, we did not detect changes in MHC expression by *in vivo* deletion of executioner caspase-3 and -7 in cardiomyocytes in neonatal hearts. Lack of change in MHC expression despite reduced cardiomyocyte number can be explained probably because most of the myocardial protein comes from myocytes and therefore, reduced myocyte number does not affect relative structural protein abundance (i.e. fibroblast’s protein contributes minimally to the total protein of the myocardium). To gain further insight into the potential relationship between caspases and Wnt signaling in our model, we assessed β-catenin expression in protein extracts of neonatal and young hearts from wild type and caspase-deficient mice and of rat neonatal cardiomyocytes overexpressing caspase-3 and 7. Although β-catenin expression was reduced with age, we show that it was modified by executioner caspase abundance neither *in vivo* nor *in vitro* (Figure F in S3 File). These results could refine previous reports suggesting that caspase-3 target β-catenin and showing that other proteases could be involved in β-catenin processing [10].

The prevalence of glycolysis in neonatal caspase deficient hearts, as indicated by the proteome analysis of newborn samples, suggests an initial retardation of the switch from glycolytic to oxidative metabolism occurring through normal heart maturation [32]. Growing evidence indicates that metabolic status influences or is influenced by proliferation [42]. In fact, reduced mitochondrial activity blocks proliferation without compromising cell growth in hepatocytes [43] and cyclinB1/cdk1-induced phosphorylation of mitochondrial proteins improves mitochondrial respiration, facilitating cell proliferation [44]. Our results show that caspase-3 is expressed in mitochondria and cytosol, in agreement with previous reports [45], whereas caspase-7 is mostly cytosolic. They also show that caspase-3 compensates for caspase-7 deficiency in the regulation of gene expression, but the reverse is only partial. Together, these findings suggest a relevant function of caspase-3 in mitochondria that could be involved in the control of genes regulating cell division. Based in the above facts, we speculate that a reduction in the expression of the machinery for mitochondrial oxidative metabolism induced by caspase deficiency in cardiomyocytes could compromise proliferation but not growth.

A limitation of our study is intrinsic to the *in vivo* approach, which is, in turn, one of its stronger points respect previous works. Live models developed in their natural environment have a powerful capacity to adapt for surviving and hence, vital functions of the targeted genes can be carried out through alternative pathways, softening the phenotype. This is the case of the E2F1-null and E2F1/E2F2 compound-mutant mice, which develop and reproduce normally [24, 46, 47] yet show abnormal T lymphocyte maturation and pancreatic dysfunction respectively, despite the relevant role of E2F1 and E2F2 in many cellular functions including cell division [48]. Therefore, cardiac-specific caspase-3 null / caspase-7 null mouse’s hypoplastic phenotype could ensue from lack of their most irreplaceable function during heart development. Previous studies of chicken embryos and *ex vivo* cultured mouse embryos treated with caspase inhibitors found altered cardiac formation and lack of myocyte differentiation as measured by sarcomeric protein expression that could be due to drugs targeting other cells or tissues or even other enzymes [9, 10]. Nevertheless, our study cannot discard a role of caspases in the signaling for cardiomyocyte structural differentiation, which could be accomplished by alternative pathways in the cardiomyocyte-specific executioner caspase-deficient mouse.

Finally, our results suggest that the function of caspase-3 and -7 in developing cardiomyocytes is independent of their proteolytic activity. Prodomain-mediated signaling could account for proteolytic-independent functions of caspases with long prodomain such as caspase-2 and -8 [49], but the short prodomain of executioner caspases challenge the validity of this hypothesis for the cardiac function of caspase-3 and -7 reported here. However, catalytic-independent role of caspase-3 in fibronectin secretion by fibroblasts has been recently reported [50]. Thus, although we do not provide a molecular mechanism by which caspases regulate gene expression, our results suggest that non-proteolytic activity of executioner caspases is more common than assumed.

Transcriptomic comparison of wild type and executioner caspase-deficient hearts at different developmental time points underscored the influence of executioner caspases on the expression of genes regulating different aspects of cell division, such as DNA replication, chromosome segregation and cell cycle progression. 

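Cell division genes were lower in young than in newborn WT hearts. Mki67, the Ki-67 proliferation antigen, fell by 2.03 on the log2 scale, Cdk1, the mitotic kinase, by 2.85 and Top2a, a topoisomerase of dividing cells, by 2.47. With age, 49 of 52 replication, 38 of 41 centromere, 55 of 57 cell cycle, 39 of 42 chromatin and 28 of 36 repair genes fell in WT hearts. Tnni1, the fetal troponin I, fell by 6.76 and Igf2, a fetal growth factor, by 2.81, while Ttn rose by 1.21. Of 74 oxidative phosphorylation genes, 68 rose.

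The difference between the genotype effects of the 2 ages was tested in the same limma model. Only Sh3rf2 and Flnc passed, both lower in the young than in the newborn comparison. The difference was -1.68 for Sh3rf2 (standard error 0.24, adjusted p = 0.00789; 0.37 in newborn hearts) and -0.62 for Flnc (standard error 0.10, adjusted p = 0.0303; 0.12 in newborn hearts). Flnc lost this call without newborn WT 1 to 3, newborn KO 4 or 5, young WT 4 or 6, or young KO 1, 4 or 6 (0.0532 to 0.0872; 0.00801 to 0.0872 over all alternatives). At an unadjusted p under 0.05 the count was 2427. It was 15 with array weights, 9 with a variance trend, 8 after a new quantile normalization, 7 with dim genes left out, and 51 higher and 28 lower without the newborn WT and KO arrays numbered 4. Leaving out 1 array gave 1 gene without newborn WT 1, 2 or 3, newborn KO 4 or 5, young WT 4 or 6 or young KO 1 or 6, 4 without newborn WT 5, 6 without young KO 2, 10 without young WT 5, 17 without young WT 2 and 24 without young KO 3. The difference was 0.63 for Cdc6 (adjusted p = 0.278), 0.29 for Pold1 (0.335), -0.83 for Hif3a (0.305) and -1.01 for Ndrg4 (0.0985), none of which passed.

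As lists, replication (median difference 0.35, camera adjusted p = 6.59e-06), centromere (0.45, 6.30e-06), chromatin (0.24, 0.000908), cell cycle (0.41, 0.0169) and repair genes (0.24, 0.0265) were called up in the young comparison relative to the newborn one. Each had an adjusted p = 0.899 with an estimated correlation. The cell cycle call was lost without newborn WT 2 (0.192) or 6 (0.137), newborn KO 5 (0.251) or 6 (0.38), young WT 4 (0.0751) or 5 (0.0844), or young KO 2 (0.123) or 6 (0.107). The repair call was lost without the same 8 arrays, at adjusted p of 0.0532 (young WT 5) to 0.254 (newborn KO 6). Over all alternatives the adjusted p of these 5 lists reached at most 0.899.

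With age, 3612 genes rose and 5242 fell in WT hearts (8854 of 18819, limma), a split that was 5027 and 4557 after median centring and 4279 and 4535 after a new quantile normalization. Without the 2 newborn arrays numbered 4 the split was 3383 and 5138. From the lower expression of cell division genes in KO hearts the paper proposes reduced cell proliferation, and it places this beside the lower myocyte number at birth. The paper also reports fewer PCNA-stained cardiomyocyte nuclei in neonatal KO hearts, and qPCR and Western blots of selected genes. In cultured myocytes it reports higher expression of such genes after caspase overexpression. The staining, blots and cultures were not re-analysed here.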

Quantitative proteomics allowing simultaneous comparison of four time-points identified changes in metabolic pathways showing reduced abundance of proteins involved in oxidative phosphorylation and increased glycolytic protein abundance in neonatal knockout hearts compared to wild types, which was progressively normalized during postnatal development. Thus, combining transcriptomics, which were later confirmed by protein electrophoresis and Western Blot, and proteomics contributed information on complementary molecular signaling altered by the lack of executioner caspases during heart development. The report of non-canonical role of executioner caspases in the regulation of cell proliferation, maturation and growth, irrespective of their proteolytic activity and through the regulation of gene expression to influence heart development, opens an exciting field of biomedical research that could contribute clues to understand and eventually treat cardiac congenital diseases.

## Conclusions

The work presented here shows that: 1) Executioner caspase-3 and 7 are expressed in the developing rodent heart and are progressively silenced after birth. 2) Subcellular distribution of these caspases differs: caspase-3 is expressed in mitochondria and cytosol and caspase-7 is mostly cytosolic. 3) Lack of caspase-3 in cardiomyocytes accompanied by ubiquitous deletion of caspase-7 during mouse development reduces the final number of cardiomyocytes. 4) The hypoplastic neonatal heart of caspase-3 and 7 double null mouse express abnormally low levels of genes regulating DNA replication/repair and cell cycle and express abnormally high levels of non-myocyte sarcomeric genes that usually are repressed during differentiation. 5) The proteomic profile of the neonatal caspase-deficient myocardium shows abnormally high abundance of glycolytic enzymes and lower abundance of proteins involved in oxidative phosphorylation compared to wild type hearts. 6) These changes in gene expression *in vivo* are not correlated with changes in caspase-like activity and proteolytically inactive caspases overexpressed in neonatal myocytes can affect the expression of some genes regulating cell division with identical efficiency than wild type caspases.

## Supporting Information

S1 File The ARRIVE Guidelines checklist for reporting animal studies. (PDF) Click here for additional data file.

S2 File Supporting methodological information: Microarray procedures, Proteomics procedures,genotyping primers and antibody specifications. (PDF) Click here for additional data file.

S3 File Supporting figures. Figure A. Intercross design to obtain caspase-3 and 7 double knockouts, Figure B. Genotyping, Figure C. Array results of several gene families including genes shown in Fig 2B, Figure D. Expression in single knockout and Cre-overexpressing hearts of key genes differentially expressed in the caspase-3 and 7 double knockout hearts, Figure E. Statistical analysis of quantitative proteomics data, Figure F. Beta-catenin expression in wild type and Caspase-3 and 7 knockout hearts and in neonatal cardiomyocytes overexpressing caspases, Figure G. Identification of the proteins presented in Fig 3B (OxPhos protein set).
(PDF) Click here for additional data file.

# Supplementary material for: Executioner Caspase-3 and 7 Deficiency Reduces Myocyte Number in the Developing Mouse Heart
**Source:** PLoS One. 2015 Jun 29;10(6):e0131411. doi: 10.1371/journal.pone.0131411
**Supplement:** S1 File

# The ARRIVE Guidelines Checklist

## Animal Research: Reporting In Vivo Experiments

Carol Kilkenny<sup>1</sup>, William J Browne<sup>2</sup>, Innes C Cuthill<sup>3</sup>, Michael Emerson<sup>4</sup> and Douglas G Altman<sup>5</sup>

<sup>1</sup>The National Centre for the Replacement, Refinement and Reduction of Animals in Research, London, UK, <sup>2</sup>School of Veterinary Science, University of Bristol, Bristol, UK, <sup>3</sup>School of Biological Sciences, University of Bristol, Bristol, UK, <sup>4</sup>National Heart and Lung Institute, Imperial College London, UK, <sup>5</sup>Centre for Statistics in Medicine, University of Oxford, Oxford, UK.

|                         | ITEM | RECOMMENDATION                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                | Section/<br>Paragraph                                                                           |
|-------------------------|------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------|
| Title                   | 1    | Provide as accurate and concise a description of the content of the article as possible.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      | Title                                                                                           |
| Abstract                | 2    | Provide an accurate summary of the background, research objectives, including details of the species or strain of animal used, key methods, principal findings and conclusions of the study.                                                                                                                                                                                                                                                                                                                                                                                                  | Abstract                                                                                        |
| INTRODUCTION            |      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |                                                                                                 |
| Background              | 3    | a. Include sufficient scientific background (including relevant references to previous work) to understand the motivation and context for the study, and explain the experimental approach and rationale.                                                                                                                                                                                                                                                                                                                                                                                     | Paragraph 1                                                                                     |
|                         |      | b. Explain how and why the animal species and model being used can address the scientific objectives and, where appropriate, the study's relevance to human biology.                                                                                                                                                                                                                                                                                                                                                                                                                          | Paragraph 2                                                                                     |
| Objectives              | 4    | Clearly describe the primary and any secondary objectives of the study, or specific hypotheses being tested.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  | Paragraph 3                                                                                     |
| METHODS                 |      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |                                                                                                 |
| Ethical statement       | 5    | Indicate the nature of the ethical review permissions, relevant licences (e.g. Animal [Scientific Procedures] Act 1986), and national or institutional guidelines for the care and use of animals, that cover the research.                                                                                                                                                                                                                                                                                                                                                                   | Paragraph 1                                                                                     |
| Study design            | 6    | For each experiment, give brief details of the study design including:<br>a. The number of experimental and control groups.<br>b. Any steps taken to minimise the effects of subjective bias when allocating animals to treatment (e.g. randomisation procedure) and when assessing results (e.g. if done, describe who was blinded and when).<br>c. The experimental unit (e.g. a single animal, group or cage of animals).<br>A time-line diagram or flow chart can be useful to illustrate how complex study designs were carried out.                                                     | Throughout methods section and Figure Legends<br>S1-2<br>Supporting Information files           |
| Experimental procedures | 7    | For each experiment and each experimental group, including controls, provide precise details of all procedures carried out. For example:<br>a. How (e.g. drug formulation and dose, site and route of administration, anaesthesia and analgesia used [including monitoring], surgical procedure, method of euthanasia). Provide details of any specialist equipment used, including supplier(s).<br>b. When (e.g. time of day).<br>c. Where (e.g. home cage, laboratory, water maze).<br>d. Why (e.g. rationale for choice of specific anaesthetic, route of administration, drug dose used). | Paragraph 1 (isoproterenol treatment) and throughout Methods section for the rest of procedures |
| Experimental animals    | 8    | a. Provide details of the animals used, including species, strain, sex, developmental stage (e.g. mean or median age plus age range) and weight (e.g. mean or median weight plus weight range).<br>b. Provide further relevant information such as the source of animals, international strain nomenclature, genetic modification status (e.g. knock-out or transgenic), genotype, health/immune status, drug or test naïve, previous procedures, etc.                                                                                                                                        | Paragraph 1<br>S1 Fig<br><br>Paragraph 1<br>S1-2 Fig                                            |

|                                           |    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |                                                                                      |
|-------------------------------------------|----|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------|
| Housing and husbandry                     | 9  | <p>Provide details of:</p> <p>a. Housing (type of facility e.g. specific pathogen free [SPF]; type of cage or housing; bedding material; number of cage companions; tank shape and material etc. for fish).</p> <p>b. Husbandry conditions (e.g. breeding programme, light/dark cycle, temperature, quality of water etc for fish, type of food, access to food and water, environmental enrichment).</p> <p>c. Welfare-related assessments and interventions that were carried out prior to, during, or after the experiment.</p> | <p>Paragraph 1-2</p> <p>Paragraph 1-2</p> <p>Paragraph 1</p>                         |
| Sample size                               | 10 | <p>a. Specify the total number of animals used in each experiment, and the number of animals in each experimental group.</p> <p>b. Explain how the number of animals was arrived at. Provide details of any sample size calculation used.</p> <p>c. Indicate the number of independent replications of each experiment, if relevant.</p>                                                                                                                                                                                           | <p>Throughout and figure legends</p> <p>S1-2</p> <p>Supporting information files</p> |
| Allocating animals to experimental groups | 11 | <p>a. Give full details of how animals were allocated to experimental groups, including randomisation or matching if done.</p> <p>b. Describe the order in which the animals in the different experimental groups were treated and assessed.</p>                                                                                                                                                                                                                                                                                   | <p>Paragraph 1</p> <p>Not applicable</p>                                             |
| Experimental outcomes                     | 12 | Clearly define the primary and secondary experimental outcomes assessed (e.g. cell death, molecular markers, behavioural changes).                                                                                                                                                                                                                                                                                                                                                                                                 | Specified in each paragraph and Fig legend                                           |
| Statistical methods                       | 13 | <p>a. Provide details of the statistical methods used for each analysis.</p> <p>b. Specify the unit of analysis for each dataset (e.g. single animal, group of animals, single neuron).</p> <p>c. Describe any methods used to assess whether the data met the assumptions of the statistical approach.</p>                                                                                                                                                                                                                        | <p>Paragraph 12, S1-2</p> <p>Supporting Information files and S5 Figure</p>          |
| RESULTS                                   |    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |                                                                                      |
| Baseline data                             | 14 | For each experimental group, report relevant characteristics and health status of animals (e.g. weight, microbiological status, and drug or test naïve) prior to treatment or testing. (This information can often be tabulated).                                                                                                                                                                                                                                                                                                  | Methods paragraph 1                                                                  |
| Numbers analysed                          | 15 | <p>a. Report the number of animals in each group included in each analysis. Report absolute numbers (e.g. 10/20, not 50%<sup>2</sup>).</p> <p>b. If any animals or data were not included in the analysis, explain why.</p>                                                                                                                                                                                                                                                                                                        | Methods throughout and Figure legends                                                |
| Outcomes and estimation                   | 16 | Report the results for each analysis carried out, with a measure of precision (e.g. standard error or confidence interval).                                                                                                                                                                                                                                                                                                                                                                                                        | Figures 1-5<br>Supporting information S1-6 Figures                                   |
| Adverse events                            | 17 | <p>a. Give details of all important adverse events in each experimental group.</p> <p>b. Describe any modifications to the experimental protocols made to reduce adverse events.</p>                                                                                                                                                                                                                                                                                                                                               | No adverse events were experienced                                                   |
| DISCUSSION                                |    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |                                                                                      |
| Interpretation/scientific implications    | 18 | <p>a. Interpret the results, taking into account the study objectives and hypotheses, current theory and other relevant studies in the literature.</p> <p>b. Comment on the study limitations including any potential sources of bias, any limitations of the animal model, and the imprecision associated with the results<sup>2</sup>.</p> <p>c. Describe any implications of your experimental methods or findings for the replacement, refinement or reduction (the 3Rs) of the use of animals in research.</p>                | <p>Throughout</p> <p>Paragraph 5</p> <p>Paragraph 5</p>                              |
| Generalisability/translation              | 19 | Comment on whether, and how, the findings of this study are likely to translate to other species or systems, including any relevance to human biology.                                                                                                                                                                                                                                                                                                                                                                             | Final paragraph and conclusions                                                      |
| Funding                                   | 20 | List all funding sources (including grant number) and the role of the funder(s) in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                      | Additional information: Financial disclosure                                         |

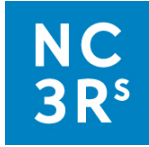

References:

1. Kilkenney C, Browne WJ, Cuthill IC, Emerson M, Altman DG (2010) Improving Bioscience Research Reporting: The ARRIVE Guidelines for Reporting Animal Research. *PLoS Biol* 8(6): e1000412. doi:10.1371/journal.pbio.1000412
2. Schulz KF, Altman DG, Moher D, the CONSORT Group (2010) CONSORT 2010 Statement: updated guidelines for reporting parallel group randomised trials. *BMJ* 340:c332.

How the deposited data were processed for this re-analysis (not part of the article)

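Expression was measured in ventricle tissue of 24 mouse hearts on whole-transcript Affymetrix mouse arrays, in 4 groups of 6 (newborn WT, newborn KO, young WT and young KO). The deposited values are log2 signals that the authors made with RMA, and the submitters' processing notes name oligo version 1.22, limma version 3.14 and R version 2.15. Values ran from 1.07 to 13.5. Supplementary File S2, to which the methods refer for the microarray statistics, was not used here, and neither was File S3. The paper's statistics section names a Student's test for its other data.

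Samples were assigned to groups from their annotation and the Methods. Gene names came from the platform's probe annotation, in which 21085 of 21118 probe sets with 1 symbol were matched to a mouse gene of the GRCm38.p6 annotation by Entrez identifier, and 0 symbols changed. Where a gene had several probe sets, the one with the highest mean over all arrays stood for it. Myh6 was not among the 18819 genes tested and is not analysed here. Some genes, and 1 planned comparison that needs them, are not reported here. Differences between groups were tested with limma version 3.58.1 in R version 4.3.3, with 1 mean per group, moderated variances and Benjamini-Hochberg adjustment over all genes tested, at an adjusted p under 0.05. The adjusted p-values in the text come from limma unless another test is named. The 4 comparisons were KO against WT in newborn hearts, KO against WT in young hearts, the difference between these 2 effects, and young against newborn WT hearts. The first 2 principal components held 62.3% and 9.71% of the variance over the genes tested.

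Before the data were examined, 35 gene lists with 1087 members were written, of which 977 were measured. Camera from limma, with a preset correlation of 0.01 between genes and adjustment over the lists of a comparison, was the main test of a list, and camera with the correlation estimated from the arrays and fry were its alternatives. Genes were named by a rule also written in advance. It takes every gene the paper names for these arrays, and for each age the 10 largest rises and 10 largest falls among called genes whose 6 KO arrays all lie on 1 side of the 6 WT arrays. It adds 5 genes per direction for the difference between ages, and up to 4 members of each list. The directions of the genes the paper names had been seen beforehand.

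The alternatives set in advance were leaving out genes under the 30th percentile of mean signal, a fold change of at least 1.5, an adjusted p under 0.01, median centring, a new quantile normalization, a variance trend with robust moderation, array weights, the replicate number as a block, the mean of all probe sets of a gene, all probe sets of the array, only the 12 arrays of a comparison, and leaving out each array in turn. Alternatives added after the data were seen were leaving out the 2 newborn arrays numbered 4, and a fit of the 12 young arrays with the mean signal of 12 atrial markers as a covariate. The procedure was tested on simulated data with 18819 genes, where it recovered 44 of 50 genes changed 1.5-fold and 49 of 50 changed 2-fold in the newborn comparison, and 37 of 50 and 49 of 50 in the young comparison. It called 13 and 7 of 18619 unchanged genes. These rates hold for the simulated data and cannot be carried over to the arrays. In the real newborn comparison 0 genes passed, and Kif22, at a log2 fold change of -0.96, had an adjusted p of 0.322. No batch, slide or scan date was given in the sources used here. Sex was not given for each sample and was not placed in the model.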

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

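The rules that bring a result into this part were set before the data were examined, while all tests of explanations for the 3 patterns below were chosen after the results were seen.

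In 20 of 258 groups of 6 arrays 1 array stood far from the others, where chance alone gives 12.9 (about 1 in 20). The gap of that array to the nearest other, divided by the range of its group, was as follows. In newborn WT hearts array 4 stood apart for Lcn2 (0.693), Myh11 (0.741) and Myc (0.696), where it was high, and for Ndrg4 (0.797), where it was low, and array 2 was low for the mean of the heart development list (0.690). In young WT hearts array 2 was high for Myh11 (0.845), Tpm2 (0.6252) and Wif1 (0.782) and for the mean of the smooth muscle (0.719), Wnt (0.710) and imprinted (0.787) lists. Array 3 of the same group was high for Cdc6 (0.708) and the centromere list (0.700), and array 1 for Thnsl1 (0.630). In young KO hearts array 3 was low for Myl7 (0.725), Myl4 (0.804), Wif1 (0.717) and Wnt2 (0.674). In newborn KO hearts array 4 was low for the list of hypertrophy and stress response (0.647), and array 6 was high for that of skeletal and fetal muscle (0.911).

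The genotype effect differed between the ages, by a test of the difference itself, for Sh3rf2 (adjusted p = 0.00789 from limma) and Flnc (0.0303). It differed by camera for 15 lists, among them replication (6.59e-06), repair (0.0265), centromere (6.30e-06), cell cycle (0.0169), chromatin (0.000908), sarcomere (2.65e-05), dystrophin complex (0.000452) and smooth muscle genes (0.0144). The others were extracellular matrix (2.65e-05), lung epithelium (0.000379), fibroblast (0.00485), interferon (0.00896), glutathione (0.00896), acute phase (0.0116) and atrial genes (0.0186). Estimated correlation took the adjusted p of these lists to 0.729 (sarcomere and dystrophin complex) or 0.899 (the others), and the smooth muscle call was lost without newborn WT 4 (0.0688), newborn KO 3 (0.0520), young WT 4 (0.0751) or young KO 2 (0.123). The cell cycle and repair calls were lost without any of 8 arrays, newborn WT 2 or 6, newborn KO 5 or 6, young WT 4 or 5, or young KO 2 or 6, at adjusted p of 0.0751 to 0.38 and 0.0532 to 0.254. Without newborn WT 1, 2 or 3, newborn KO 4 or 5, young WT 4 or 6, or young KO 1, 4 or 6, Flnc had an adjusted p of 0.0532 to 0.0872. Among lists that the main text of the paper does not report (its File S3 was not used here), camera called markers of lung epithelium up in newborn KO hearts (4.52e-10) and atrial markers (8.39e-06; of these 13 genes the paper discusses Nppa), interferon response genes (1.62e-05) and extracellular matrix genes (8.19e-12) up in young KO hearts. All 4 calls were lost with an estimated correlation, for lung epithelium at an adjusted p = 0.206 with an estimated correlation and for each of the 3 young lists at an adjusted p = 0.66 with an estimated correlation.

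The first pattern is that the newborn WT and newborn KO arrays numbered 4 stand with the other genotype. On the 80 genes that separate the genotypes in young hearts the WT array scored 0.161 and the KO array -0.194, each inside the range of the other genotype, and giving these 2 arrays each other's genotype yields 814 called genes, against at most 54 for the 35 other such exchanges. Incomplete deletion in the KO animal alone is argued against, since the WT array lies above the lowest score of the other KO arrays (0.0806). Another pup age cannot be decided by the age score of the WT array (-0.00140). That score lies among those of the other WT arrays (-0.00703 to 0.0314) and of the other KO arrays (-0.0203 to 0.00853). The KO array had an age score of -0.0161, among the other KO arrays and below the other WT arrays. On the age score the KO array thus stood with its own label. Exchanged labels or samples may be a candidate explanation, which was not settled here. The qPCR of Fig. 2C runs the same way as the arrays for 27 of 27 values, which does not settle it.

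The second pattern is the lower signal of Ttn, Dmd and Flnc in young KO hearts. A fall of the whole sarcomere program as deep as that of Ttn is argued against by the other 34 sarcomere genes. Their median log2 fold change was -0.0527 (SD over genes 0.131) and the lowest was -0.366, against -0.44 for Ttn. A smaller fall across the program is not excluded, since 25 of the 34 were negative. For the whole list fry gave an adjusted p of 0.0483 and camera with an estimated correlation 0.388. More atrial tissue is argued against because the smallest of the 3 differences is -0.320 with the atrial mean in the fit. The calls end there, however. Without that mean the adjusted p over the same 12 arrays was 0.0308 for Ttn and Flnc and 0.0708 for Dmd. With it the values were 0.244 for Ttn, 0.228 for Flnc and 0.358 for Dmd. Ttn went from -0.44 (standard error 0.07) to -0.37 (standard error 0.09). A lower yield of long transcripts may contribute, since 67 other genes of very large proteins had a median of -0.120 (-0.169 with the atrial mean in the fit), against 0.03 for all genes, with 13 lower and 0 higher, and were called down by camera (unadjusted p = 1.78e-19, and 0.00685 with an estimated correlation). That list was written after the data were seen, the mean of its genes per array was 7.29 ± 0.12 in WT and 7.18 ± 0.10 in KO hearts (SD, n = 6 each; exact two-sided permutation test, p = 0.139), and gene span over all genes had a Spearman correlation of -0.0227 with the fold change. A loss of these muscle transcripts with the genotype stays open.

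The third pattern is the higher signal of Nppa, smooth muscle genes and Fam107a in young KO hearts, beside atrial markers in tissue described as ventricle only. With the mean of the atrial markers in the fit Nppa had a log2 fold change of -0.102 (standard error 0.18; 1.2 without it) and the smooth muscle list a median of 0.103 (0.46 without it), so that a larger share of atrial tissue in the sampled young KO hearts is a candidate explanation for both, although the matrix and epicardial lists moved likewise (medians of 0.55 and 0.76 without it, 0.0370 and -0.0975 with it). It is argued against as the whole source of the change in Fam107a, which kept a difference of 1.3 (standard error 0.26; 1.5, standard error 0.22, over the same 12 arrays without it) but lost its call there (adjusted p = 0.159, against 0.0149 over the 12 arrays without it). The atrial light chain genes Myl7 and Myl4 had mean log2 signals of 6.52 ± 3.74 and 8.72 ± 2.81 in WT and 10.47 ± 2.55 and 11.68 ± 1.97 in KO ventricles (SD, n = 6 each), 3 of the 13 atrial markers stand on another list, and 6 lay above the array median even in the array with the lowest mean. A return of atrial genes to ventricular myocytes in hypertrophy stays open, as does other tissue taken with the ventricle, since adipocyte markers had a mean of 8.07 in young WT 2 and 5.21 to 5.39 in the other young WT arrays, and of 5.38 to 7.69 in young KO arrays, and neither was tested.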

How the results depend on the processing

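Leaving out the 2 newborn arrays numbered 4 and the atrial covariate were chosen after the data were seen, and the other alternatives before. With each array left out in turn, 2042 results for named genes kept their direction and their side of the threshold, 38 gained a call and 128 lost it, and the same held for 873 list results, with 11 gained, 51 lost and 1 turned. That was the newborn skeletal and fetal muscle list, at adjusted p of 0.000325 to 0.918 with 1 array left out, which pointed down without newborn KO 6.

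The count of newborn genes was 31 with array weights and 482 without the 2 arrays, and 0 to 73 with 1 array left out. The young count was 58 at a fold change of at least 1.5, 40 at an adjusted p under 0.01, 19 with only the 12 arrays and 9 with the atrial covariate, and 108 to 806 with 1 array left out. The count for the difference between ages was 1 at an adjusted p under 0.01, 7 with dim genes left out, 8 after quantile normalization, 9 with a variance trend, 15 with array weights, 1 with the replicate block, 1 over all probe sets, 79 without the 2 arrays and 1 to 24 with 1 array left out. The count of genes changed with age was 3567 at a fold change of at least 1.5.

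With an estimated correlation the adjusted p was 0.206 for each of the 5 newborn lists of replication, repair, centromere, cell cycle and chromatin genes, 0.388 for the young sarcomere list and 0.66 for the young dystrophin and smooth muscle lists. Under fry it was 0.0714 for each of the 5 newborn lists and 0.105 for both the dystrophin and the smooth muscle list. The young sarcomere list had 0.0483 under fry and was the 1 young list that fry called. With the atrial covariate the smooth muscle list had an adjusted p of 0.797. Under that covariate camera's direction relative to the other genes turned from up to down, with none of these passing the test, for the young lists of cell cycle inhibition (0.905), heart development (0.742), atrial markers (0.192), extracellular matrix (0.905), fibroblast (0.742), epicardium (0.376) and Wnt genes (0.905), while the medians of the heart development (0.00930), matrix (0.0370), fibroblast (0.0370) and Wnt lists (0.0399) stayed positive. The covariate is itself the mean of 12 of the 13 atrial markers, so the change of the atrial list under it was built in and decides nothing. Under fry the newborn matrix list also pointed down (0.994). The log2 fold change with the covariate changed sign for Tpm2 (-0.0583), Nppa (-0.102) and Cdc6 (0.00609). The correlation of the newborn effect with the change with age was -0.0362 without the proliferation lists and 0.116 without the 2 arrays. Apart from the smaller numbers of arrays and the stricter thresholds, the cause was not tested. A fit of only 12 arrays also takes its variance from those arrays alone. Its counts therefore cannot separate the number of arrays from an unequal spread of the groups.

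The replicate numbers were not taken to pair the arrays, since correlations between arrays of the same number were over 0.1 in 13 of 36 pairs, not in all, and ran from -0.452 to 0.638 (young WT 2 and young KO 2). In 11 of the 36, and in 4 of 6 between young WT and young KO, the array correlated best with its own number, where chance gives 6 of 36. With the replicate block the counts were 0 newborn, 203 young (168 shared with the 192) and 8934 with age. Fold change against transcript length was run on gene span only, and longest transcript was not run because the annotation used here gives no transcript lengths.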

Differences from the paper's values

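The paper's values in Fig. 2C come from qPCR and those given here from the arrays, and 13 of 27 differ by more than 1.5 times and by more than the SD, while 27 of 27 lie on the same side of newborn WT hearts, which are set to 1. All comparisons in this part were made after both sets of values had been seen.

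For Pold1 the paper's value is about 0.45 in newborn KO, about 0.29 in young WT and about 0.18 in young KO hearts in Fig. 2C, read by eye, and the arrays gave 0.761, 0.607 and 0.564. For Cdc6 the paper's value is about 0.38 in newborn KO, about 0.14 in young WT and about 0.1 in young KO hearts in Fig. 2C, read by eye, and the arrays gave 0.601, 0.484 and 0.451. For Ccne1 it is about 0.12 in young WT and about 0.12 in young KO hearts in Fig. 2C, read by eye, against 0.339 and 0.322. For Cenpa it is about 0.26 in young WT and about 0.27 in young KO hearts in Fig. 2C, read by eye, against 0.777 and 0.693. For Ndrg4 it is about 0.25 in young KO hearts in Fig. 2C, read by eye, against 0.490. For Myh11 it is about 3.2 in young WT hearts in Fig. 2C, read by eye, against 1.23, and for Nppa about 2 in young KO hearts in Fig. 2C, read by eye, against 1.05. Of 32 alternatives set before the data were examined, 7 brought the newborn KO value of Cdc6 within the limits (median centring, and leaving out newborn WT 4 or 5 or newborn KO 1, 3, 4 or 5), and 25 did not. For the other 12 values 0 of the 32 did. Many of the 32 cannot move a ratio of group means, however. These include leaving out dim genes, a variance trend, the replicate block and leaving out an array of another group. The newborn KO ratio of Pold1 stayed at 0.761 under each of these, so they say nothing about the gap to qPCR.

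The paper names hif3a among genes with low newborn levels, while its Fig. 2B places it among the genes that are higher, and here its log2 fold change was 0.89 (adjusted p = 0.278). The newborn genes that the text of the paper names were called in 0 of 11 cases here. Leaving out the 2 newborn arrays numbered 4, chosen after the values were seen, called 9 of them lower and 1 higher and dropped 1, Fam107a (adjusted p = 0.157). Array weights, set in advance, called Pold1, Topbp1, Pcna, Cdc6, Slc2a4 and Hif3a, and leaving out newborn WT 4 or newborn KO 4 alone called the same 6 genes, with Brca1 and Ccne1 also called without newborn WT 4. The paper states that fam107a was also higher in newborn KO hearts, where the value here was 0.45 (adjusted p = 0.603). For Myh11, tropomyosin-2 and Nppa, which the paper gives as higher in young KO hearts, the values here run the same way (1.64, 0.9 and 1.2) and were not called with all arrays (adjusted p = 0.0941, 0.169 and 0.151). They were called without young WT 2 (0.0114, 0.0161 and 0.0188) or without young KO 3 (0.0140, 0.0272 and 0.0188), and Myh11 also with array weights. In Fig. 2B Slc2a4 and Myo18b are drawn as lower in young KO hearts, and here they had values of -0.09 and -0.24 (adjusted p = 0.688 and 0.183).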

Other observations

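The gene lists, the comparison of genotype effect with age and the counts over other splits of the arrays were set before the data were examined, and the correlation of the newborn with the young effect was chosen after the results were seen.

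In newborn KO hearts, markers of lung epithelium had high values in some arrays. Sftpc, a surfactant protein, had a log2 fold change of 1.97 (standard error 0.46, adjusted p = 0.278), from 3.04 to 3.46 in WT and from 3.04 to 7.91 in KO hearts, and Scgb1a1, a secretoglobin of airway cells, reached 10.98 in newborn KO 6 and 7.49 in newborn KO 2. Sftpc was called without newborn KO 4 (0.0111; 0.00311 to 0.613 over all alternatives). When adjusted over the list alone 2 of 13 lung markers were higher, with an adjusted p = 0.206 with an estimated correlation. None of these 13 genes stands on another list, and 0 lay above the array median in the array with the lowest mean. Of 17 genes of acute phase and neutrophils, 3 were higher when adjusted over the list alone (median 0.32, camera 2.21e-08; adjusted p = 0.0639 with an estimated correlation), and Hp, which encodes haptoglobin, was higher in all 6 KO than in all 6 WT hearts (1.41, adjusted p = 0.48). Among newborn KO arrays the mean of this list was highest in numbers 6 and 2 (5.00 and 4.73) and lowest in number 4 (4.02). The lung markers had the same order in these arrays (6.47, 4.63 and 3.09). Without newborn KO 6 camera still called the acute phase list up (adjusted p = 2.48e-07). Whether the lung and acute phase signals share a source was not tested. Of 33 genes of glutathione and oxidative stress 3 were higher when adjusted over the list alone (median 0.05, camera 2.83e-06; adjusted p = 0.206 with an estimated correlation). The 39 extracellular matrix genes had a newborn median of -0.03 and a mean of 0.03 and were called up (0.0384; adjusted p = 0.786 with an estimated correlation), a call lost without newborn WT 3 (0.276), newborn KO 2 (0.234) or newborn KO 6 (0.261; 0.00442 to 0.994 over all alternatives). The 74 oxidative phosphorylation genes were called down at both ages, with a median of -0.07 in newborn (0.0252; adjusted p = 0.786 with an estimated correlation) and -0.04 in young KO hearts (3.54e-05; adjusted p = 0.805 with an estimated correlation). The newborn call was lost without newborn WT 2 (0.286), 3 (0.0733) or 6 (0.212), or newborn KO 2 (0.214), 4 (0.0592) or 6 (0.411), in a range over all alternatives of 1.44e-05 to 0.786. The young call was kept with each array left out in turn (adjusted p at most 0.00409). It was lost with the atrial mean in the fit, where the median was 0.0110 (adjusted p = 0.668; 2.03e-07 to 0.805 over all alternatives).

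In young KO hearts Irf7 and Irf9, transcription factors of the interferon response, rose by 0.98 (adjusted p = 0.0161) and 0.33 (adjusted p = 0.0261) as 2 of 28 interferon genes, with 0 lower and 13 higher when adjusted over the list alone. The list had a median of 0.24, and 0.21 with the atrial mean in the fit, with an adjusted p = 0.66 with an estimated correlation. Irf9 lost its call without young WT 4 or 5 or young KO 2, 4 or 6 (0.0540 to 0.0716; 0.00449 to 0.358 over all alternatives). Igf2, a fetal growth factor, rose by 0.51 (adjusted p = 0.0144), and Mdk, which encodes midkine, rose by 0.68 (adjusted p = 0.0212) as the 1 called gene of the fibroblast list. Mdk lost its call without young WT 1 or 4 or young KO 2 (0.0544 to 0.0676) and with all its probe sets averaged (0.0502). Bcl2l1, an inhibitor of apoptosis, rose by 0.44 (adjusted p = 0.0148) as the 1 called gene of 30 of apoptosis, where the list was not called at either age (adjusted p = 0.453 and 0.912). With only the 12 young arrays, and with the atrial mean added to that fit, Irf7 (0.151 and 0.159), Igf2 (0.174 and 0.549), Mdk (0.151 and 0.509) and Bcl2l1 (0.0967 and 0.364) were not called. The adjusted p over all alternatives ran from 0.00227 to 0.159 for Irf7, 0.000249 to 0.549 for Igf2, 0.0028 to 0.509 for Mdk and 0.00373 to 0.364 for Bcl2l1.

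Markers of adipocytes were high in some young hearts of both genotypes. Ucp1, the uncoupling protein of brown fat, stood at 10.14 in young WT 2, 9.18 in young KO 2 and 7.39 in young KO 4, against 3.01 to 5.16 in the other 9 young arrays, and Adipoq, which encodes adiponectin, stood at 7.72, 7.84 and 6.26 in the same 3 arrays. Of the 15 adipocyte markers measured 0 passed the test in young KO hearts, with a median of 0.18 and a mean of 0.61, and the list was not called (adjusted p = 0.133). With the atrial mean in the fit its median was -0.245 (adjusted p = 0.00167). Among the other lists that were called at neither age, the adjusted p of camera in newborn and young hearts was 0.959 and 0.0894 for fatty acid oxidation, 0.606 and 0.0894 for glycolysis, 0.959 and 0.814 for endothelium, 0.959 and 0.107 for pericytes, 0.328 and 0.218 for lymphocytes, 0.959 and 0.37 for erythroid cells and 0.185 and 0.37 for Schwann cells and neurons.

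Camera called 19 of 35 lists in newborn hearts (13 up, 6 down), 15 in young hearts (9 up, 6 down), 15 for the difference between ages and 20 with age in WT hearts, and 0 in each with an estimated correlation. Without the 2 newborn arrays numbered 4 it called 7 newborn lists with an estimated correlation, and fry called 8. With all arrays fry called 0, 1, 0 and 25 in the same comparisons. The other newborn lists that were called were hypertrophy and stress (1.9e-07), heart development and Wnt (0.000522 each), epicardium and macrophage (0.000833 each), hypoxia (0.0032), skeletal and fetal muscle (0.00448), imprinted (0.011) and atrial genes (0.0492), all up, with adjusted p of 0.206 to 0.786 with an estimated correlation. Newborn KO 6, where the mean of the lung markers was 6.47 against 3.09 to 4.63 in the other newborn KO arrays, also held a mean of 6.8 for the skeletal and fetal muscle list, against 5.7 to 5.79 in the others. Without that array the calls of this list (0.918, with the direction turned to down), macrophage (0.331), imprinted (0.228) and atrial genes (0.164) were lost. The imprinted call was also lost without newborn WT 3 (0.0584), and the atrial call without newborn WT 2 or 3, newborn KO 2, 4 or 5, or young KO 6 (0.0501 to 0.374). Their ranges over all alternatives were 0.000325 to 0.918, 3.77e-05 to 0.736, 0.0021 to 0.913 and 0.00728 to 0.98.

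The newborn effect of the genotype was compared with the change with age, to ask whether newborn KO hearts may be further along the postnatal change. With the newborn WT arrays split between the 2 sides the correlation across genes, which are not independent replicates, was 0.0391 (-0.00277 in simulated unchanged groups), and outside the proliferation lists it was -0.0362 (SD over 20 splits 0.0511; simulated 0.00288). Without the 2 newborn arrays numbered 4 these were 0.116 and 0.0313. The value outside the proliferation lists lies within its spread of the simulated value and changes sign with these 2 arrays, so the question stays open, and this reading was set after the values without the 2 arrays had been seen. With unsplit newborn WT arrays the covariance was 0.00870 over all genes, against 0.00845 in simulated unchanged groups, and 0.000941 outside the proliferation lists, against 0.00848.

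Across 18803 genes, which are not independent replicates, the newborn and young genotype effects, which share no arrays, had a correlation of 0.25 with all arrays. Of the 462 divisions of the 12 newborn arrays into 2 groups of 6, 91, the real one included, gave a correlation as far from 0, with 0.346 the highest of the others (exact two-sided permutation test, p = 0.197), so chance is not excluded.

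Arrays were also divided in other ways, with 100 divisions drawn, the real one among them, out of 462 for each comparison of 2 groups and 426888 for the difference between ages. The newborn count of 0 genes is reached by any division (100 of 100), so that these say nothing about chance there, and the highest count of the others, 814, is that of giving the 2 arrays numbered 4 each other's genotype. For the young count of 192 genes, 6 divisions, the real one included, gave as many, with 1013 the highest, so chance is not excluded, and a count that high points to a structure of the samples. For the lists the unadjusted p of camera was compared, and the numbers of divisions with as small a p again include the real one. For the newborn lists there were 10 for replication (lowest other p 5.40e-41, real value 1.88e-21), 11 for repair (1.87e-20, 6.07e-11), 11 for centromere (9.78e-46, 8.40e-24), 13 for cell cycle (3.91e-48, 7.57e-23) and 9 for chromatin genes (1.13e-29, 5.35e-15), so chance is not excluded for any of these 5. Nor is it for the young smooth muscle list (21 divisions, lowest other p 3.81e-15, real value 2.44e-06). For the young sarcomere (2 divisions, 1.69e-09, 5.16e-09) and dystrophin lists (2 divisions, 1.17e-05, 6.89e-05) 1 other division gave a smaller p. Chance is unlikely for these by this count alone, which was not adjusted for the number of patterns. With an estimated correlation neither list was called (adjusted p = 0.388 and 0.66), and fry gave 0.0483 and 0.105. For the 8854 genes changed with age 1 division, the real one, gave as many and the highest other gave 5919, so chance is unlikely there too. For the 2 genes whose genotype effect differs with age 2 divisions gave as many, the real one and 1 other with 7. Chance is unlikely there by the same unadjusted count only.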
